# Transcriptomic Insight into Viviparous Growth in Water Lily

**DOI:** 10.1155/2022/8445484

**Published:** 2022-07-07

**Authors:** Qun Su, Hong-Yan Wang, Min Tian, Chun-Niu Li, Xian-Min Li, Zhan-Wen Huang, Zhao-Yang Bu, Jia-shi Lu

## Abstract

Water lily is an important ornamental flower plant which is capable of viviparous plantlet development. But no study has been reported on the molecular basis of viviparity in water lily. Hence, we performed a comparative transcriptome study between viviparous water lily *Nymphaea micrantha* and a nonviviparous species *Nymphaea colorata* at four developmental stages. The higher expression of highly conserved AUX/IAA, ARF, GH3, and SAUR gene families in *N. micrantha* compared to *N. colorata* is predicted to have a major impact on the development and evolution of viviparity in water lily. Likewise, differential regulation of hormone signaling, brassinosteroid, photosynthesis, and energy-related pathways in the two species provide clues of their involvement in viviparity phenomenon. This study revealed the complex mechanism of viviparity trait in water lily. The transcriptomic signatures identified are important basis for future breeding and research of viviparity in water lily and other plant species.

## 1. Introduction

Water lilies (*Nymphaea* spp.) are ornamental flower plants distributed worldwide from the tropics to temperate regions. They are well known and widely cultivated for environment beautification as well as water purification [1]. They have rich flower colors, long flowering periods, strong adaptability, and stress resistance and are easy to grow. As a precious flower among aquatic flowers, water lily is more popular with enthusiast breeders and botanists because of its charming appearance and unique taxonomic status. Water lilies can be classified as hardy water lilies and tropical water lilies on the basis of the typical characteristics in different ecosystems [2]. The demand for water lilies with specific traits is rapidly increasing; hence, it is required to breed new water lily varieties and hybrids with excellent ornamental characteristics. The breeders are making efforts to develop new cultivars with artificial interspecific hybridization, mutation techniques, and polyploidy approaches. Among these techniques, the hybridization is the most widely adopted method [3]. However, the existence of incongruity barriers and the development of nonviable seeds reduce the breeding efficiency and speed of multiplication [2, 3].

The breeding through contrasting parents is a conventional tool for cultivar development in plants. In some water lily species, their leaves along with normal photosynthesis also have a reproductive function known as viviparity (Figure 1) [4]. Viviparous water lilies have the capacity to produce new plants that emerge while still attached to the parent plant known as plantlets. The slightly concave or smooth nose-like structure at the junction of the stem and leaf grows new plantlet, which can reproduce asexually in a large number of individuals in a short period of time [5]. There are a few tropical day blooming water lilies that produce plantlets from their pads. A few of the tropical night bloomers produce these plantlets from flowers [5]. The tropical day blooming variety *Nymphaea micrantha* has the ability to produce plantlets from its leaves, and it is often included in the breeding of all existing viviparous cultivars. The propagation of viviparous tropical water lilies can exponentially hasten their growth. The viviparous plantlets become mature in 20-30 days if cultivated in controlled conditions [6]. Recently, some studies on whole genome sequencing of water lilies have been reported [7, 8]. Over the past few years, application of plant molecular biotechnological tools such as pollen-tube transgenics led to a lot of achievements in improving cold stress resistance and other traits in water lilies [9]. Nonetheless, the genetic mechanism and internal metabolism of water lily leaf viviparous phenomenon are unclear.

Currently, researchers mainly focus on evolution and taxonomic status, regulation of flower color, floral fragrance, flowering period, and reproduction of water lilies [10]. With the progress in genome sequencing tools, the use of transcriptome technology may provide a new way for mining the genes related to viviparous growth in water lilies [10]. In particular, transcriptome sequencing is a useful method for identifying novel transcripts and analyzing gene expression [11]. Through RNA-seq technology, a large amount of transcript data can be generated and manipulated to evaluate the gene expression, function, and related metabolic pathways. RNA-seq or transcriptome studies have extensively been used to evaluate many plant species [12, 13] for various traits including early maturity [14] and seed dormancy [15]. The viviparity trait was investigated based on transcriptome analysis in mangrove plants [15, 16] and *Ophiorrhiza mungos* L. [4], but limited transcriptome data exists in water lilies [10].

To understand the molecular mechanism of viviparous development in water lilies, Illumina paired-end sequencing analysis of the leaf tissues from *N. micrantha* with viviparous leaves and *N. colorata* with no viviparous leaves was conducted. It is not possible to make intraspecies comparison for this trait. We reported the differentially expressed genes and their functional enrichment between both species. This comprehensive analysis of the transcriptome substantially improved the understanding of the molecular mechanisms underlying viviparous growth in plant.

## 2. Materials and Methods

### 2.1. Plant Materials, Growth Conditions, Morphological Identification, and RNA Extraction

The plants of two *Nymphaea* species *N. micrantha* (denoted with “X” in this study) and *N. colorata* (denoted with “L” in this study) (Figures 2(a) and 2(b)) were grown in a planting container of 100 cm diameter and 60 cm depth, with 30 cm soil thickness with standard natural growth conditions at Water Lily Resource Garden of the Floriculture Institute of Guangxi Academy of Agricultural Sciences, Guangxi, China, during the growth season of 2019. Six disease-free plants with robust growth for each genotype were selected for the transcriptome study. The morphological identification was performed when the leaves were fully unfolded and a clear viviparous mark in center could be observed. The leaf sampling was performed at four growth stages as (1) life size 1-2 cm long, (2) leaf size 4-6 cm, (3) when leaf tip connected to water surface, and (4) fully developed leaves. The fresh leaf samples with the leaf nose parts were collected at four developmental stages (Figures 2(c) and 2(d)). The leaves from six plants of the same genotype as technical replicates were mixed for each sample to make a homogenized sample, and a total of three biological repeats were obtained. The harvested leaves were immediately frozen in liquid nitrogen and stored at -80°C.

### 2.2. RNA Extraction and Preparation of Library

The total RNA was extracted by CTAB method [17] from leaf tissues of each sample using the three biological repeats. The extracted RNA was further evaluated for concentration (by NanoDrop 2000 microspectrophotometer), purity (by Agilent 2100 Bioanalyzer), and integrity in agarose gel. The step-by-step process as total RNA sample detection, mRNA enrichment with Oligo (dT) beads, fragmentation with fragmentation buffer, synthesis of double-stranded cDNA, purification and end repair, splice selection and PCR amplification library quality detection, and the computer-based sequencing was performed at Entrusted Jiugui Biotechnology Company Limited, Shanghai, China, and finally, the paired-end reads were generated.

### 2.3. Transcriptome Sequencing, Cleaning, and Assembly

The original image data files were obtained by high-throughput sequencing (Illumina HiSeq 4000) and were transformed into raw reads by base calling analysis. As per machine's sequencing strategy, 150 bp average read length was maintained. Raw data were processed using NGS QC Toolkit [18]. The raw reads with joint sequences, and/or less than 5 mass value, more than or equal to 50% proportion rate, more than or equal to 5% N-base (the base with undetermined information), containing Poly-A were filtered out to get the cleaned reads. Because the reference genome of *N. micrantha* is not yet available, we decided to a de novo assembly of the transcriptomes of the two species in this study. The Trinity v 2.6.6 program [19] was used for transcriptome assembly and to get the unigenes. The accuracy and effectiveness of the assembly results were ensured by estimating the N50 and exN50.

### 2.4. Expression Evaluation and Identification of Differentially Expressed Genes

The number of reads count on each gene was obtained from each sample, and the gene expression level was estimated by the fragments per kilobase of transcript per million mapped reads (FPKM) method. FPKM value of each gene was calculated using cufflinks [20], and the read counts of each gene were obtained by htseq-count [21]. Differentially expressed genes (DEGs) were identified using the DESeq (with replicates) [22]. *P* value < 0.05 and log2 fold change > 1 for upregulated and fold change < −1 for downregulated DEGs were set as the threshold for significant differential expression. Principal component analysis of DEGs was performed to explore the gene expression pattern.

### 2.5. Functional Annotation and Enrichment Analysis

The extracted unigenes were manipulated by Transcoder software v 4.1.0 to predict and translate the reading frames. Gene Ontology (GO) [23] enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway [24] enrichment analysis of DEGs were, respectively, performed using R based on the hypergeometric distribution. Blast2go [25] and Kaas software [26] (https://www.genome.jp/tools/kaas/) tools were used for GO and KEGG annotation, respectively, and Phyper function in R software was used for enrichment analysis. The gene expression was determined by comparing the sequenced reads with the unigene library in Bowtie [27].

### 2.6. Expression Validation by Quantitative Real-Time PCR

Ten DEGs were further evaluated by qRT-PCR. The quantitative real-time PCR was performed using SYBR green mixture on an ABI 7500 real-time PCR detection system following the descriptions of Komivi et al. [28]. The *Ubiquitin* gene was used as internal control for normalization. The statistical approach developed by Livak and Schmittgen [29] was employed for statistical analysis. The expression data was further evaluated by Student's *t*-test for significance estimation. All primer sequences are listed in Additional Table S4.

## 3. Results

### 3.1. Morphological Indication of Viviparity

The leaf tissues were evaluated at four developmental stages of the viviparous species *N. micrantha* denoted as X and nonviviparous species *N. colorata* denoted as L (Figure 2). The four developmental stages can be defined as follows: stage (1) when the leaves are submerged and completely rolled with 1-2 cm length, stage (2) when the leaves are submerged and completely rolled with 4-6 cm length, stage (3) when the leaves are half rolled with the tip in contact with water surface, and stage (4) when the leaves are fully unfolded with obvious viviparous traces/mark in the center of X-species while absent in L-species (Figures 2(b) and 2(d)). The viviparous structure was observable from the 2^nd^ growth stage while obvious at the 3^rd^ and 4^th^ stages.

### 3.2. Transcriptome Assembly for Water Lily Species

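The data behind sections 3.2 to 3.8 are the RNA-seq libraries of leaves of the viviparous *N. micrantha* (X-species) and the nonviviparous *N. colorata* (L-species), sampled at 4 developmental stages. A total of 16 libraries were analysed here, 2 for each species and stage, so each mean ± SD of a group is over n = 2 libraries. The paper describes 3 biological repeats, each a mixture of leaves from several plants; 2 of them are in the data used here. The authors counted the reads of each gene with htseq-count and calculated FPKM (reads set against the gene's length and the library's total) with cufflinks, and the deposited table holds FPKM for 31475 genes. The values of the table turned out to be whole reads divided by the gene's length and the library's total, for 100.00% of the values above 0, so the number of reads behind each value could be recovered. Between 24815135 and 31440253 reads were counted on genes in the X-species libraries, with a median of 28176234. In the L-species libraries the range was 37118842 to 51396582 reads, with a median of 43296797. Of the genes in the table, 7542 were listed at 0 in all libraries. Differential expression was tested with limma on log2(FPKM + 1), in one fit of all libraries with a mean for each of the 8 groups. The test covered the 18160 genes with FPKM of at least 1 in at least 2 libraries. Genes with a Benjamini-Hochberg adjusted p (FDR) under 0.05 and a log2 fold change of at least 1 in size are called DEGs, the thresholds stated by the paper. Fold changes are X-species over L-species, so a positive value is higher in *N. micrantha*. The pseudocount of 1 makes the change of genes with low FPKM smaller than the plain ratio. FPKM also sets each gene against its library's total, so that a gene that takes many reads lowers the values of all others.

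**Figure D1:**
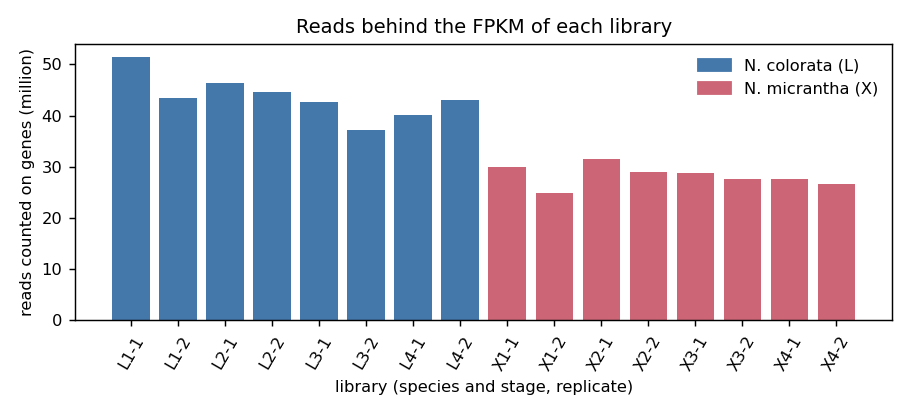
Reads counted on genes in each library, recovered from the FPKM; each bar is one library, blue for *N. colorata* and red for *N. micrantha*. The bars of *N. micrantha*, from 24815135 to 31440253 reads, are all lower than those of *N. colorata*, from 37118842 to 51396582.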

For a comprehensive insight into the genes related to development of vivipary trait in water lilies, leaf samples at four developmental stages of both X- and L-species were collected (Figure 2). The cDNA libraries were constructed from three biological repeats. The high-throughput sequencing (Illumina HiSeq 4000 platform) data was generated and then transformed into the raw data by base calling analysis. A maximum 58.69 and 61.75 million raw reads were extracted for X and L, respectively (Table 1). After cleaning the reads, maximum 8484.73 and 8868.31 million bases with 49.5% and 49% GC contents and 94.98% and 94.81% *Q* > 30 were retained for X and L, respectively (Table 1). 

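The reads counted on genes were set against the clean reads that Table 1 gives for each species and stage. In the L-species, the mean of the libraries was 80.2%, 80.1%, 80.1% and 81.5% of the paper's clean reads at stages 1 to 4. In the X-species it was 52.7%, 53.5%, 54.2% and 49.7%. The paper's own clean reads differ little between the species, from 49703777 to 59122075 in L and from 51993151 to 56564881 in X. A library of the L-species had 15849 to 16339 genes with FPKM of at least 1, and a library of the X-species had 14559 to 15143. The 10 genes with the most reads took between 2.63% and 4.78% of the reads in L and between 3.65% and 10.4% in X. A gene that Figure 7 labels RuBP carboxylase, NC7G0247280, alone took 4.15% and 4.26% of the reads in the X3 libraries. The median gene had 61.5 reads in the L-species and 19.5 in the X-species, which sets a coarser limit on low expression in X. A difference in how well the reads of each species match the genes was not tested. Values lower in X, lower bounds on a fold included, therefore describe the reads counted and may include reads of X left uncounted.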

The assembly of clean reads provided 114,762 unigenes with an average length of 866.87 bp (Table 2). All the screened unigenes were larger than 300 bp size, while 27.59% unigenes (31,663) displayed extralong size (>1,000 bp) (Table 2). The high expression quality (ExN50) of assembled contigs (N50) was revealed by majority of the contigs (>1,150 bp) (Table 2).

### 3.3. Gene Expression and Differential Expression Analysis

The overall gene expression was higher in L-species than in viviparous X-species observed by FPKM values (Figure 3(a)). 

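The median of log10(FPKM + 1) over the 31475 genes was 0.359 ± 0.0281 (SD, n = 8 libraries) in the L-species and 0.193 ± 0.0224 (SD, n = 8) in the X-species. Every L library was above every X library, with medians from 0.318 to 0.387 against 0.159 to 0.220. The difference of the means was 0.165, with p = 1.55e-04 in a two-sided exact permutation test, the smallest p that 8 libraries against 8 allow. With each library left out in turn, the difference stayed between 0.160 and 0.171. The difference was 0.180 at stage 1, 0.171 at stage 2, 0.205 at stage 3 and 0.105 at stage 4. It depended on which genes were included. Over the genes that passed the filter of the tests it was 0.0813 (exact permutation test, two-sided, p = 1.55e-04), and over the 15250 genes detected in both species it was 0.0575 (p = 9.32e-04, same exact test). Detected here means FPKM of at least 1 in at least 2 libraries of a species. A further 2086 genes were detected in the L-species only and 797 in the X-species only. Among the genes detected in L, 712 had 0 reads in all X libraries, and among those detected in X, 100 had 0 reads in all L libraries.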

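In a principal component analysis of log2(FPKM + 1) over the tested genes, PC1 held 42.5% of the variance and PC2 33.7%. The X-species libraries lay between 42.0 and 94.5 on PC1 and the L-species libraries between −101.1 and −24.0, so the species did not overlap. Stage 4 lay apart from stage 1 along PC2, with L1 at −60.8 and −51.0 and L4 at 124.8 and 130.9, and X1 at −71.6 and −64.2 and X4 at 41.4 and 40.6. The X1 and X2 libraries overlapped on both components. The share of PC1 rose to 51.5% when the 8 group means were analysed over the DEGs, as in section 2.4, and was 44.7% over the genes detected in both species. Split by source, 41.4% of the sum of squares lay between the species, 42.2% between the stages, 10.1% in the species by stage term and 6.27% between replicates.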

The principal component analysis (PCA) indicated the close relation of samples within species while a relative high distance between samples from the two species (Figure 3(b)). It was supported by the results of the average Pearson's coefficient of correlation (Figure 3(c)), which indicates extensive genetic dissimilarities between the two species at the different developmental stages.

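Between the group means of FPKM, Pearson's r across genes was 0.737 on average for different stages of one species, with a range of 0.505 to 0.940. It averaged 0.776 for the same stage in the 2 species and 0.648 for different stages in different species. On log2(FPKM + 1) the order of the first pair changed, with averages of 0.946 for different stages of one species, 0.922 for the same stage in both and 0.889 for different stages in different species. These correlations are across genes, which are not independent replicates, so no p-value is given. Between the replicates of a group, r on log2(FPKM + 1) ran from 0.956 in X2 to 0.993 in X3. In each group the replicates differed by more than sampling noise, with a chi-square per degree of freedom between 17.4 and 204.1, so no library was counted as a copy of another.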

The expressed genes were further screened for their differential expression (DEGs) using DESeq2 analysis based on |log 2 foldchange| ≥ 1 and false discovery rate (FDR) < 0.05. 

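The direction of the paper's calls was read from Additional Table S1, which lists genes as up or down at each stage. The part that was readable holds 1996 genes and 7984 entries, and in 100% of the entries the listed direction was the sign of the X over L ratio of mean FPKM. Up in that table therefore stands for a higher value in *N. micrantha*. Of these genes, 1929 passed the filter on FPKM used here and 1462 were called at all 4 stages with limma. With limma's voom on the recovered reads, an alternative chosen after seeing the data, 1814 were called at all 4 stages.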

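With limma, 5079 genes were called between the species at stage 1, 4597 at stage 2, 5228 at stage 3 and 5678 at stage 4. Stage 4 had the most DEGs and stage 2 the fewest. Restricting the test to genes detected in both species moved the counts the most, to 3284, 2895, 3474 and 3791, with the same order of the stages. The order was also the same under pseudocount 0.1, without the filter, with median-ratio scaling of the libraries, in fits of only the libraries compared and at an unadjusted P of 0.05. Within a stage each comparison rests on 2 libraries against 2, with the spread estimated over all 8 groups. Replicates were not equally close, with an SD of their log2 difference from 0.244 in X3 to 0.631 in X2. A gene's standard error is nevertheless the same at each stage, so it can be too small where replicates differ more. In the fit of only the libraries compared, 3763 genes were called at stage 2.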

Relatively higher numbers of DEGs were regulated in later growth stages than the early stages (Figures 4(a) and 4(b)). The differential expression analysis between the two species showed 5,559, 5,164, 6,375, and 7,391 DEGs for L1 vs. X1, L2 vs. X2, L3 vs. X3, and L4 vs. X4, respectively, resulting in a total of 10,956 unique DEGs among the total expressed unigenes for all four stages (Figure 4(b); Additional Table S1). 

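Most DEGs were lower in the X-species at each stage. At L1 vs. X1, 1372 genes were higher and 3707 lower in *N. micrantha*; at L2 vs. X2 the numbers were 1123 and 3474, at L3 vs. X3 1194 and 4034, and at L4 vs. X4 2231 and 3447. The median log2 fold change over all tested genes was −0.23, −0.18 and −0.30 at stages 1 to 3 and 0.0002 at stage 4. Median-ratio scaling moved these medians to −0.11, −0.08, −0.14 and −0.04, and the share of DEGs that were lower in X went from 73.0% to 66.2% at stage 1, from 75.6% to 69.8% at stage 2, from 77.2% to 68.5% at stage 3 and from 60.7% to 63.5% at stage 4. Over the genes detected in both species, 54.4% of the DEGs of stage 4 were lower in X, and the median log2 fold change of all genes detected in both species was 0.07 there. In total 9253 unique genes were called at 1 stage or more. The libraries carry replicate numbers 1 and 2 in each group. With this number as a block in the fit, 5055, 4583, 5218 and 5660 genes were called at the 4 stages and 9238 in total. The deviations of same-numbered libraries from their group means correlated at −0.149, −0.492, −0.013 and −0.126 between L and X at stages 1 to 4. With the numbers crossed between the species, a pairing added after seeing these correlations, the counts were 5095, 4606, 5241 and 5691. For the mean of the 4 stages, which compares 8 libraries with 8, 4370 genes were called, 1070 higher and 3300 lower in *N. micrantha*, and the block left this count at 4370.

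**Figure D2:**
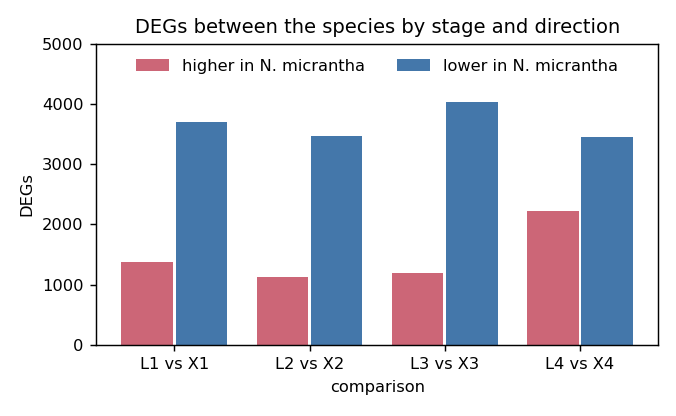
DEGs between the species at each stage from limma on log2(FPKM + 1); red bars count genes higher in *N. micrantha* and blue bars genes lower in it. The lower genes outnumber the higher ones at each stage, with 3474 against 1123 at stage 2 and 3447 against 2231 at stage 4.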

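Between X1 and X4, 3986 genes were called with limma, 2234 higher and 1752 lower at X4. This majority of higher genes held under median-ratio scaling, with 2247 higher and 1710 lower, and with limma's voom on the recovered reads, with 2547 and 2086. In the fit of only the X1 and X4 libraries 2731 genes were called. With the replicate number as a block the count was 3974, where the deviations of same-numbered X1 and X4 libraries correlated at −0.165; with the numbers crossed in X4 it was 3982. In the L-species, 6363 genes were called between L1 and L4, 2778 higher and 3585 lower at L4. The direction of that majority depended on the scaling: after median-ratio scaling 3249 were higher and 2812 lower, and the median log2 fold change of all tested genes moved from −0.20 to −0.04. A total of 2593 genes were called in both species, 2474 of them in the same direction and 119 in opposite directions.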

The majority of genes were downregulated with the relative growth in next developmental stages from X1 to X4 (Figure 4(c)). 

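The genes called at all 4 stages numbered 2103, which is 22.7% of the unique DEGs. Of these, 2077 differed in the same direction throughout, 402 higher and 1675 lower in *N. micrantha*, and 26 changed direction between stages. Part of this set had no reads in one species: 357 genes were listed at 0 in all X libraries and 32 at 0 in all L libraries. With the replicate block 2098 genes were called at all stages and 2094 of them were shared with the set above. Median-ratio scaling gave 2026, of which 1950 were shared, and the restriction to genes detected in both species gave 986. Among genes called in the same direction at all 4 stages, NC7G0234770 lay furthest below *N. colorata* in *N. micrantha* on the mean of the stages. It had FPKM of 285 ± 66.4 in L1 and 456 ± 65.2 in L4 (mean ± SD) and at most 6 reads in any X library. Its mean log2 fold change was −8.37 (standard error 0.09, limma adjusted p = 3.99e-14). Furthest above *N. colorata* was NC6G0255230, with FPKM of 232 ± 38.7 in X1 and 414 ± 21.5 in X4. Its mean log2 fold change was 7.59 (standard error 0.43, limma adjusted p = 1.02e-08). Its FPKM was 8.39 ± 11.8 in L1 and 0.171 ± 0.00852 in L4, with up to 485 reads in an L library. The L1 mean came almost wholly from 1 library, at 16.7 FPKM. The log2 fold change was 5.75 at stage 1 and 8.05, 8.11 and 8.47 at stages 2 to 4. The lower value at stage 1 rests on that L1 library. These genes are given by ID, since no name was paired with them here.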

By comparing all of the DEGs from all developmental stages, we identified 2,551 (23.3%) core conserved genes constantly differentially expressed between the two species (Figure 4(d); Additional Table S1). Along with core conserved DEGs, a high number of specific DEGs (20.7%, 2,267) were observed between X- and L-species at the 4^th^ developmental stage, correlating with the appearance of viviparous leaves in X-species. These genes may represent key genes involved in viviparity trait in water lily.

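At the 4th stage and at no other, 1769 genes were called, 19.1% of the unique DEGs, against 733 at stage 1 only, 387 at stage 2 only and 701 at stage 3 only. Of the genes called at stage 4 only, 1100 were higher and 669 lower in *N. micrantha*. Their median absolute log2 fold change was 0.36, 0.38 and 0.45 at stages 1 to 3 and 1.32 at stage 4. Whether the difference between the species at stage 4 was itself unlike that at stage 1 was tested with the species by stage interaction in the same limma fit. Over all tested genes the interaction was called for 4527 genes, 2732 of them more positive and 1795 more negative at stage 4. That split depended on the scaling of the libraries: after median-ratio scaling it was 2074 and 2178, or 48.8% more positive in place of 60.3%, and the median over all tested genes moved from 0.27 to 0.10. With the replicate block 4440 genes were called and with crossed numbers 4578. Of the genes called at stage 4 only, 1159 (65.5%) were also called for the interaction, and for the others a difference from stage 1 was not shown. The genes were chosen as called at stage 4 and not at stage 1, which favours a call for the interaction. The share therefore cannot be told apart from a threshold crossed at 1 stage. The paper sets these stage-specific DEGs beside the appearance of viviparous leaves in the X-species at the same stage.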

### 3.4. Functional Annotation and Enrichment Analysis of DEGs

The differentially expressed genes were mapped to Gene Ontology (GO) terms in the GO database [25] for better understanding of functions and annotations in different developmental stages of viviparous and control *Nymphaea* species. GO functional enrichment analysis was performed adjusting *P* value of 0.05 as the cutoff (Additional Figure 1). A total of 4,943 GO terms were annotated to the 19,018 unigene hits (Additional Table S2). Among these terms, the maximum 52.26% (2,583) GO terms were belonged to the class “biological processes” (BP) followed by molecular functions (MF) (32.86%, 1,624 terms) and “cellular components” (CC) (11.77%, 582 terms). In CC, the most enriched GO terms were “nucleus” with 4,736 genes and membranous components including “integral components of membrane” with 3,909 genes and “plasma membrane” with 2,457 genes (Table 3), while in MF, most enriched terms were “ATP binding” with 3,123 genes followed by “metal ion binding” and “DNA binding transcription factor activity” with 2,793 and 1,062 genes, respectively. Among the biological processes, the “DNA integration” with 766 genes and “DNA recombination” with 735 genes were on top hit.

The DEGs were further evaluated for their functional enrichment between pairwise comparisons based on KEGG database [24]. The total 1,967 DEGs in the four developmental stages could be enriched in 173 unique KEGG pathways. At the early stages of plant development (L1 vs. X1 and L2 vs. X2), the DEGs related to “plant hormone signal transduction” and “flavonoid biosynthesis” pathways were downregulated, while the genes involved in “photosynthesis-antenna protein” and carbon fixation-related pathways were significantly upregulated among L- and X-species (Additional figure 2). 

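The readable part of Additional Table S3 lists genes for each pathway, and their calls were counted by direction. It holds 326 different genes, fewer than the DEGs that the paper places in pathways. The counts therefore cover part of the genes behind the paper's statements. Of the 18 genes listed for plant hormone signal transduction, 7 were called lower in X at stage 1 and 4 at stage 2, and none was called higher. For flavonoid biosynthesis, with 9 genes listed, 2 were higher and 2 lower at stage 1, and 2 higher and 4 lower at stage 2. The single gene listed for photosynthesis-antenna proteins was called higher in X at stage 1 and was not called at stage 2 unless the libraries were scaled by median ratio. Of the 11 genes listed for carbon fixation in photosynthetic organisms, 5 were higher and 2 lower at stage 1. At stage 2, 4 were higher and 4 lower, or 4 and 2 after that scaling. With the scaling, 1 hormone gene was also called higher at stage 1. The calls are from limma, with the threshold on FDR and fold change given above.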

The DEGs related to “base excision repair,” “DNA replication,” and various metabolism pathways were downregulated at the third developmental stage of both L- and X-species species, while the DEGs for photosynthesis, carbon fixation, and other biosynthesis pathways were still upregulated (Additional figure 2). 

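At the third stage, 2 of the 3 genes listed for base excision repair were called higher in X and 1 lower. Of the 4 genes listed for DNA replication, 3 were higher and 1 lower. The 11 genes listed for photosynthesis gave 2 higher and 4 lower, and the carbon fixation list gave 4 higher and 2 lower. None of these counts changed under median-ratio scaling. The gene of the antenna protein list was higher in X again at this stage.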

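At the fourth stage, the 9 genes listed for fatty acid elongation gave 6 called higher in *N. micrantha* and 2 lower, against 0 higher and 3 lower at stage 1 (1 and 2 after median-ratio scaling). The DNA replication list gave 3 higher and 1 lower. The 12 genes listed for cell cycle gave 5 in each direction, against 1 higher and 7 lower at stage 1 (1 and 5 after that scaling). The list for the yeast cell cycle gave 8 higher and 4 lower. Of the 9 genes listed for yeast meiosis, 6 were higher and 2 lower, and of the 11 listed for oocyte meiosis, 5 were higher and 4 lower. In the flavonoid biosynthesis list 2 genes were higher and 5 lower, and in the fatty acid metabolism list, with 7 genes, 2 were higher and 3 lower. The 15 genes listed for phenylpropanoid biosynthesis gave 9 higher and 2 lower. The scaling left each of these stage 4 counts as it was. A gene can be listed in several pathways, so the counts are not independent, and no enrichment was tested here. They also cover only the genes listed, a part of the paper's pathway DEGs.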

During the fourth developmental stage, the DEGs for “fatty acid elongation,” “DNA replication,” “cell cycle,” and “meiosis” were differentially expressed (upregulated), while the genes for “flavonoid biosynthesis,” “fatty acid metabolism,” and various biosynthesis and metabolism-related pathways were also differentially expressed (downregulated) between the two species (Additional figure 1). 

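The readable part of Additional Table S3 lists 127 pathways with 326 different genes, of which 314 passed the filter on FPKM. Of these, 290 were called between the species at 1 stage or more with limma and 96 at all 4 stages. In 90 of the pathways at least 1 gene was called at all 4 stages.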

Among all 173 annotated pathways, 127 pathways were conserved during all four developmental stages of X- and L-species (Table 4 and Additional Table S3).

### 3.5. Plant Hormone Signal Transduction

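The list for plant hormone signal transduction was exceeded in length by that of 1 other pathway, carbon metabolism, with 21 genes. At stage 3, 4 hormone genes were called and all 4 were lower in *N. micrantha*. At stage 4, 6 were higher and 5 lower, or 6 and 6 after median-ratio scaling. Over the stages 14 of the genes were called at least once and 4 were never called, and 2 were called at all 4 stages. The 2 genes were NC8G0240630, with a mean log2 fold change of −2.46 (standard error 0.10, limma adjusted p = 6.22e-10), and NC7G0235790, a SAUR gene. In NC9G0170260 the difference changed sign, from −3.40 (standard error 0.52, limma adjusted p = 2.13e-04) at stage 1 to 1.30 (standard error 0.52, limma adjusted p = 0.0535) at stage 4; the second value missed the FDR threshold, and was called with pseudocount 0.1, in the fit of only the 4 libraries, with unadjusted P, with voom on the recovered reads and with the replicate numbers crossed in the block, but not with the plain block or with median-ratio scaling alone. The interaction of stage 4 with stage 1 was called for 8 of the hormone genes, 6 more positive and 2 more negative at stage 4.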

Among the highly conserved pathways in all four developmental stages, the plant hormone signal transduction pathway showed the highest differential regulation. Similar results have been reported in response to biotic stress in other plants [30]. The auxin-induced proteins (AUX/IAA) were differentially regulated in X- and L-species at various stages. 

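The paper gives IDs for these families in section 4.2. The SAUR genes NC14G0174900, NC263970, NC7G0235790 and NC9G0168130 were analysed, and for ARF the gene NC2G0286500 of Additional Table S3; the text prints NC0286500, which was not analysed here, and the match is by digits alone. In L, the FPKM of the ARF gene fell from 25.8 ± 4.85 (mean ± SD) at stage 1 to 0.241 ± 0.0852 at stage 4. In X it went from 8.71 ± 6.59 to 3.91 ± 0.142. Its log2 fold change of X over L was −1.64 (standard error 0.44, limma adjusted p = 0.00877) at stage 1, 0.57 and −0.57 at stages 2 and 3, where it was not called, and 1.98 (standard error 0.44, limma adjusted p = 0.00238) at stage 4. The stage 1 call was lost in the fit of only the 4 libraries compared. NC7G0235790 was lower in X at each stage, with log2 fold changes of −1.22, −1.61, −1.72 and −1.28, all called. NC263970 was lower with log2 fold changes of −0.43, −0.72, −1.04 and −3.08, called at stages 3 and 4; it had at most 2 reads in any X library, so it was at least 13.8-fold lower in X on the mean of the 4 stages. NC14G0174900 rose in both species from stage 1 to stage 4, from 5.92 ± 0.0803 to 89.8 ± 6.99 FPKM in L and from 5.80 ± 5.58 to 43.4 ± 14.4 in X, and its difference between the species was not called at any stage; the last, −1.07, was called in the fit of only the 4 libraries. NC9G0168130 had log2 fold changes of −0.16, −0.0020, 0.69 and 1.53. The last was the only one called, and the second turned to 0.12 under median-ratio scaling.

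**Figure D3:**
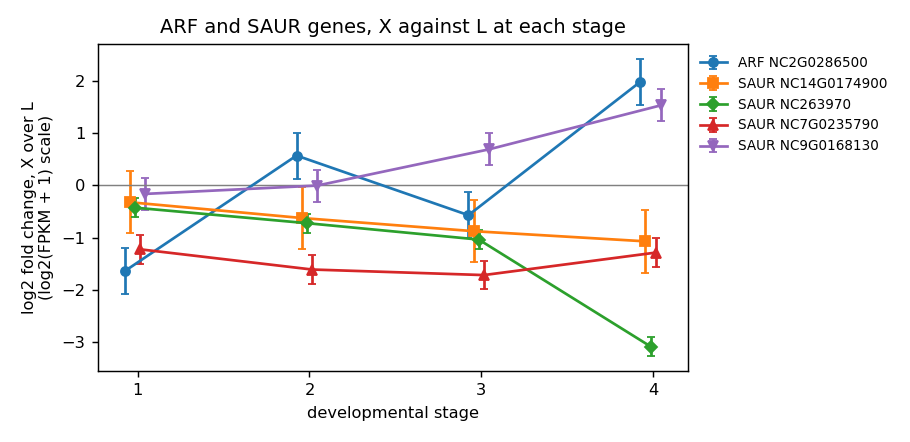
Log2 fold change of X over L on the log2(FPKM + 1) scale at each stage for the ARF gene and the SAUR genes, with the standard error of limma as bars. Values above the grey line are higher in *N. micrantha*; the ARF gene moves from −1.64 to 1.98 and NC263970 from −0.43 to −3.08, while NC9G0168130 lies at −0.0020 at stage 2, which turns to 0.12 with median-ratio scaling.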

The auxin response factor (ARF) transcriptional factor was significantly upregulated which resulted in suppression of small auxin-up RNA (SAUR) gene family in L-species. The *glycoside hydrolase 3* (*GH3)* expression was continuously decreased in L-species at later growth stages, indicating that L-species was unable to continue cell enlargement and plant growth (Figure 5). Along with auxins, the cytokinin signaling-related gene *histidine kinase* (*CRE1*) was downregulated, and type A ARR was differentially expressed for signaling regulation. 

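Figure 5 pairs the histidine kinase CRE1 with NC8G0217610 and NC10G0164440. NC8G0217610 was lower in X at each stage, with log2 fold changes of −1.24, −0.58, −0.90 and −0.90, and passed the fold change threshold at stage 1 (standard error 0.20, limma adjusted p = 2.99e-04). At stage 3 its FPKM was 30.7 ± 3.08 (mean ± SD) in L and 16.0 ± 1.41 in X. NC10G0164440 was higher in X at stage 2, at 1.15 (standard error 0.32, limma adjusted p = 0.0105), a call that was lost in the fit of only the 4 libraries, and was not called at the other stages. Of the type A ARR genes, NC3G0208520 had no reads in any L library and 9 to 48 reads in the X libraries, at least 13.0-fold higher in X on the mean of the 4 stages. NC11G0302420 had 13 to 71 reads in the L libraries and at most 3 in the X libraries, at least 7.88-fold lower in X on the mean of the 4 stages. Because their FPKM is low, both passed the threshold only at stage 4 with a pseudocount of 1 and at all stages with 0.1. NC8G0211780 was called at stage 3, where it was lower in X at −1.31 (standard error 0.28, limma adjusted p = 0.00202).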

The downregulation of these genes in L-species is indicative of lower cytokinin signaling in L-species for cell division and shoot initiation in later developmental stages (Figure 6). We further identified the differential regulation of cyclin-D3 (CYCD3) protein which is responsible for cell division and mitotic cycles in leaves [31]. The gene for MYC2 family was also downregulated in L-species which are well known to shape the plant growth and development [32]. Together with the higher auxin, cytokinin, and jasmonic acid contents in the leaves of X-species, the upregulation of key DEGs benefits the development of leaf outgrowth at later plant developmental stages. The genes related to Natriuretic Peptide Receptor 1 (NPR1) and pathogenesis-related protein (PR1) were upregulated in L-species which may be involved in the adenosine triphosphate (ATP) synthesis and responses to various stresses [33, 34] (Figure 5).

### 3.6. Carbon Fixation and Photosynthesis

The plant development is also affected by the energy-related pathways including the changes in photosynthetic efficiency in response to modifications in photosynthesis-antenna proteins, carbon fixation pathways, and the photosynthesis pathway [35]. The modifications in photosynthesis and carbon fixation-related pathways are accompanied by other energy and metabolism-related pathways including galactose metabolism, starch and sucrose metabolism, nitrogen metabolism, pentose phosphate pathway, citrate cycle, and carbon fixation in photosynthetic organisms [36]. The DEGs between L- and X-species were enriched in these pathways signifying large-scale transcriptional changes in energy-related pathways. 

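Additional Table S3 lists 12 genes for starch and sucrose metabolism, of which 2 were called higher and 1 lower in *N. micrantha* at stage 1 (3 and 0 after median-ratio scaling), and 7 higher and 2 lower at stage 4. The 4 genes of the pentose phosphate pathway were all lower at stage 4, while none was called at stage 1. Of the 4 genes of the citrate cycle, 3 were higher and 1 lower at stage 4. The galactose metabolism list has 2 genes, both lower at stage 4, and the nitrogen metabolism list has 4, with 1 higher and 1 lower. The 11 photosynthesis genes gave 3 higher and 4 lower at stage 1 and 2 higher and 8 lower at stage 4. Each call is from limma at a single stage. The lists hold a part of the paper's pathway DEGs.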

Three DEGs in light harvesting chlorophyll protein complex (LHC) were observed to be significantly upregulated. 

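The LHC genes in Figure 6 are Lhca3 (NC3G0227450), Lhcb3 (NC1G0135730) and Lhcb5 (NC1G0088550). At stage 1 all were higher in X. Lhca3 had FPKM of 136 ± 57.6 (mean ± SD) in L1 and 539.8 ± 182 in X1, a log2 fold change of 2.00 (standard error 0.34, limma adjusted p = 4.62e-04). Lhcb3 was at 279 ± 132 in L1 and 1373 ± 557 in X1, a difference of 2.32 (standard error 0.46, limma adjusted p = 0.00132), and Lhcb5 at 160.4 ± 93.4 and 835 ± 341, a difference of 2.44 (standard error 0.41, limma adjusted p = 4.20e-04). At stage 2 the log2 fold changes were 0.94, 1.62 and 1.25, and at stage 3 1.37, 1.44 and 1.54. All of these were called except Lhca3 at stage 2, which passed the threshold only after median-ratio scaling; in the fit of only the 4 libraries Lhcb3 lost its call at stage 2. Lhca3 was lower in X at −1.01 (standard error 0.34, limma adjusted p = 0.0254), with 379 ± 84.8 FPKM in L4 and 187 ± 33.7 in X4, while Lhcb3 at −0.07 and Lhcb5 at −0.67 were not called. The change between stage 1 and stage 4 was itself called for each gene, with an interaction of −3.01 for Lhca3, −2.39 for Lhcb3 and −3.12 for Lhcb5 (limma adjusted p = 9.03e-04, 0.0149 and 0.00218).

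**Figure D4:**
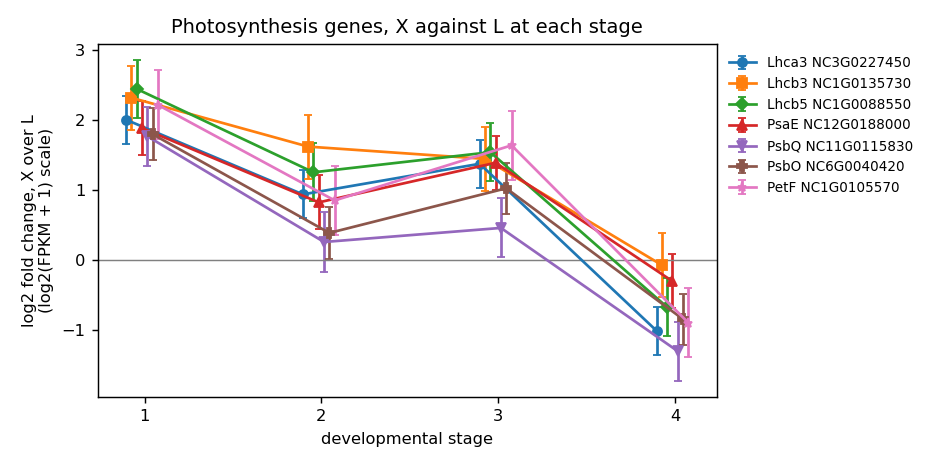
Log2 fold change of X over L on the log2(FPKM + 1) scale at each stage for LHC, PSI, PSII and PetF genes, with limma's standard error as bars. Values above the grey line are higher in *N. micrantha*; Lhcb5 goes from 2.44 at stage 1 to −0.67 at stage 4.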

Seven photosystem II (PSII) proteins (PsbK, PsbH, PsbI, PsbW, PsbZ, PsbO, and PbsQ) and one photosystem I (PSI) protein (PsaE) were differentially regulated. 

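For these proteins, gene IDs could be read in Figure 6 for PsaE, PsbQ and PsbO. PsaE (NC12G0188000) had FPKM of 227 ± 139 (mean ± SD) in L1 and 777 ± 257 in X1, and 497 ± 117 in L4 and 398 ± 25.6 in X4. Its log2 fold changes were 1.88, 0.82, 1.39 and −0.30. It was called at stages 1 and 3, the first of which was lost in the fit of only the 4 libraries compared, and the interaction of stage 4 with stage 1 was −2.19 (standard error 0.55, limma adjusted p = 0.0101). Over the 20 genes that the figure lists for photosynthesis, 19 of which were tested, 10 were called higher and 5 lower in X at stage 1, 5 and 8 at stage 2, 9 and 6 at stage 3, and 2 and 10 at stage 4. Of these genes 7 were called at all stages.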

Only two genes related to “delta” and “a” F-type ATPase were downregulated. 

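The gene labelled “a” in Figure 6, NC9G0113880, was lower in X at all stages, with log2 fold changes of −1.92, −2.42, −1.76 and −1.07, all called with limma; at stage 4 the adjusted p was 0.00437. The label “delta” belongs to NC10G0233820 and NC2G0005510. Neither was called at stage 1, with 0.01 and 0.29. NC10G0233820 was lower in X at stage 2, at −1.59 (standard error 0.37, limma adjusted p = 0.00432), and at stage 4, at −2.53 (standard error 0.37, limma adjusted p = 1.24e-04). The FPKM behind the last value was 599 ± 28.9 in L4 and 103 ± 15.0 in X4 (mean ± SD). NC2G0005510 was also called at these stages, at −1.36 and −1.27; at stage 3 its difference of −0.10 was not called and changed sign to 0.10 after median-ratio scaling.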

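Figure 6 lists 4 genes as PetJ and 1 as PetF. PetJ NC12G0096600 was higher in X at each stage, with a mean log2 fold change of 2.42 (standard error 0.18, limma adjusted p = 1.59e-07), and PetJ NC2G0008370 had no reads in any L library and 11 to 25 in the X libraries, at least 7.19-fold higher on the mean of the 4 stages. The other PetJ genes were lower in X at each stage. NC2G0042540 had FPKM of 18.8 ± 0.729 (mean ± SD) in L1 and 3.26 ± 0.506 in X1, and a mean log2 fold change of −1.92 (standard error 0.11, limma adjusted p = 1.44e-08). NC1G0101390 had no reads in any X library and 55 to 126 in the L libraries, at least 17.1-fold lower in X on the mean of the 4 stages. PetF (NC1G0105570) changed between the stages. Its log2 fold change was 2.21 (standard error 0.49, limma adjusted p = 0.00284) at stage 1 and −0.90 at stage 4, where it was not called, and the interaction between the stages was −3.11 (standard error 0.70, limma adjusted p = 0.00564). The stage 1 call of PetF and the stage 2 call of NC12G0096600 were lost in the fit of only the 4 libraries compared.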

Four genes in photosynthesis electron chain transport (PetJ and PetF) were differentially expressed in the two species (Figure 6).

Twenty DEGs (12 upregulated, 7 downregulated, and one up-/downregulated in at least one growth stage of development in the two species) were enriched in carbon fixation pathway in photosynthetic organisms (Figure 6). 

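In the part of Figure 7 on carbon fixation, IDs were read for 19 genes, and all passed the filter on FPKM. With limma, 12 were called only higher in *N. micrantha*, 7 only lower and none in both directions, and 6 were called at all stages. By stage, 12 were higher and 3 lower at stage 1, 8 and 4 at stage 2, 10 and 3 at stage 3, and 4 and 6 at stage 4. The interaction of stage 4 with stage 1 was called for 11 of them, 1 more positive and 10 more negative at stage 4.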

Two *dehydrogenase*, four *malate dehydrogenase* (*MDH*), one *NADP+ malate dehydrogenase* genes were highly downregulated in L-species; however, other *MDH*s were upregulated. 

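Of the MDH genes, NC4G0151900 was lower in X at each stage. Its FPKM was 17.5 ± 1.91 (mean ± SD) in L1 and 0.147 ± 0.00361 in X1, and its mean log2 fold change was −4.01 (standard error 0.10, limma adjusted p = 9.33e-12). The other MDH genes were higher in X at each stage, with mean log2 fold changes of 2.32 for NC6G0154340, 2.07 for NC6G0268380 and 2.96 for NC9G0139160, and all were called at all stages. The FPKM of NC9G0139160 rose in X from 5.36 ± 0.486 at stage 1 to 14.5 ± 0.882 at stage 4, while no L library had more than 4 reads. NADP+ malate dehydrogenase (NC12G0188860) was higher in X at stage 1, at 1.16 (standard error 0.24, limma adjusted p = 0.00165), and its interaction of stage 4 with stage 1 was −1.47. It was not called at the other stages, except at stage 3 after median-ratio scaling. The dehydrogenase NC9G0173330 was higher in X at stages 1 and 3, at 1.76 and 1.30, and not called at stage 4; the first call was lost in the fit of only the 4 libraries. The dehydrogenase NC2G0285280 had reads only in L4, with 5.53 ± 2.27 FPKM, and was at least 7.47-fold lower in X on the mean of the 4 stages.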

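FBPase (NC13G0025630) had FPKM of 84.3 ± 5.29 (mean ± SD) in L4 and 29.8 ± 7.81 in X4, a log2 fold change of −1.49 (standard error 0.42, limma adjusted p = 0.0107). At stage 1 its difference of 0.70 was not called, and the call at stage 2, −1.16, was lost after median-ratio scaling. SBPase (NC6G0041510) was higher in X at stage 1, with 1.99 (standard error 0.45, limma adjusted p = 0.00323), and at stage 3, with 1.21 (standard error 0.45, limma adjusted p = 0.0422). The stage 1 call was lost in the fit of only the 4 libraries, and the stage 3 call without the filter on FPKM and with the replicate block. At stage 4 SBPase was at 193 ± 27.6 FPKM in L and 117 ± 34.9 in X and was not called.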

One *FBPase* and one *SBPas*e genes were downregulated. 

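Figure 7 labels NC1G0182030, NC2G0286000 and NC8G0216270 as aldolase. At stage 4 the first had a log2 fold change of 0.28 and the second 0.64, neither called with limma, and NC8G0216270 was lower in X at −1.44 (standard error 0.21, limma adjusted p = 1.24e-04). At stage 1 the second was higher in X at 3.83 (standard error 0.44, limma adjusted p = 2.22e-05), and between stage 1 and stage 4 its difference changed by −3.18 (limma adjusted p = 0.00288). NC1G0182030 had at most 2 reads in any L library and was at least 3.88-fold higher in X on the mean of the 4 stages. The PEPC genes were NC10G0167310 and NC9G0113800. Both were higher in X, with log2 fold changes at stage 4 of 2.39 (standard error 0.20, limma adjusted p = 1.46e-06) and 0.82 (standard error 0.14, limma adjusted p = 4.26e-04); the second was under the fold change threshold at this stage and above it at stages 1 to 3, at 1.17, 1.14 and 1.20.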

Two aldose-related genes were downregulated at the 4^th^ developmental stage, while one *phosphoenolpyruvate carboxylase (PEPC*) gene was upregulated and one downregulated at the 4^th^ stage of plant development. Meanwhile, two *phosphoribulose epimerase carboxylase* (*RuBPC*) genes were downregulated, and one gene was upregulated throughout the plant development. 

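Figure 7 labels NC10G0232730, NC10G0032970 and NC7G0247280 as RuBP carboxylase. NC10G0232730 had 266 to 449 reads in the L libraries and none in the X libraries, at least 65.5-fold lower in X on the mean of the 4 stages, and was called at all stages. Whether reads of X fail to match this gene was not tested. NC10G0032970 was lower in X at stage 1, at −1.34 (standard error 0.33, limma adjusted p = 0.00507), and at stage 3, at −1.68 (standard error 0.33, limma adjusted p = 0.00111); the fit of only the 4 libraries lost the first call. NC7G0247280, the gene with the most reads in these data, had FPKM of 2729.7 ± 2047 (mean ± SD) in L1 and 11612 ± 7304 in X1. The difference of 2.17 (standard error 0.71, limma adjusted p = 0.0238) was lost without the filter on FPKM and in the fit of only the 4 libraries. At stages 2 to 4 it was not called, at −0.09, 1.42 and −1.17; the first of these turned to 0.04 after median-ratio scaling. Phosphoribulose epimerase (NC2G0054460) was lower in X at stage 2, at −1.03, and at stage 4, at −1.41, and the former call was lost after the scaling.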

The differential regulation patterns of various genes with the same annotation within the energy-related pathways showed complex differential transcription signatures in *Nymphaea* species. These expression changes in these pathways indicate their importance in the viviparous growth at later plant growth stages (Figure 7).

### 3.7. Phenylpropanoid/Flavonoid Biosynthesis

Phenylpropanoids and flavonoids play vital roles in plant development by acting as essential components of cell walls, protectants against high light and UV radiation, phytoalexins against herbivores and pathogens, and floral pigments to mediate plant-pollinator interactions [37]. 

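In the part of Figure 7 on flavonoid biosynthesis, IDs were read for 31 genes, 30 of which were tested. With limma, 14 were called only higher in *N. micrantha*, 10 only lower, 2 in both directions depending on the stage, and 4 at no stage. By stage, 7 were higher and 2 lower at stage 1, 9 and 8 at stage 2, 9 and 10 at stage 3, and 10 and 6 at stage 4. No more than 2 of the genes were called at all stages.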

Nineteen DEGs were upregulated, eleven downregulated, and one up-/downregulated in the two *Nymphaea* species. 

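The CHS genes are NC12G0188410, NC12G0188420 and NC12G0188430. At stage 1 none was called between the species with limma. At stage 3, NC12G0188410 had FPKM of 47.9 ± 14.5 (mean ± SD) in L and 4.61 ± 0.0702 in X, a log2 fold change of −3.09 (standard error 0.29, limma adjusted p = 3.59e-06). NC12G0188420 had 9.01 ± 4.98 and 0.883 ± 0.218, a difference of −2.32 (standard error 0.31, limma adjusted p = 6.35e-05), and NC12G0188430 had 39.5 ± 17.3 and 1.18 ± 0.494, a difference of −4.17 (standard error 0.37, limma adjusted p = 2.25e-06). NC12G0188430 was called at stage 2 as well, at −2.03. At stage 4 the log2 fold changes were −4.05, −1.66 and −2.65, all called. All CHS genes were lower in X at stages 3 and 4, also after median-ratio scaling; at stage 1 the sign of NC12G0188410 turned from −0.04 to 0.08 with the scaling. Their ID numbers follow each other, and the paper's text does not say how reads that match several copies were counted. FLS (NC9G0147080) was lower in X at stages 2 to 4, with −2.08, −1.59 and −2.08. The shikimate hydroxycinnamoyltransferase gene NC3G0226660 had 151 to 5214 reads in the L libraries and at most 3 in the X libraries, at least 306-fold lower in X on the mean of the 4 stages. The beta-glucosidase genes did not share a direction. NC1G0106110 was lower in X at stages 2 and 3, at −1.90 and −1.43, and NC6G0268960 was higher in X at stages 2 to 4, at 2.87, 2.51 and 1.12. NC1G0306140 was higher in X at stage 4, at 1.57 (standard error 0.35, limma adjusted p = 0.00253), a call lost with pseudocount 0.1, and its call at stage 3, at −1.00, was lost after the scaling. NC2G0055680 was not called at any stage.

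**Figure D5:**
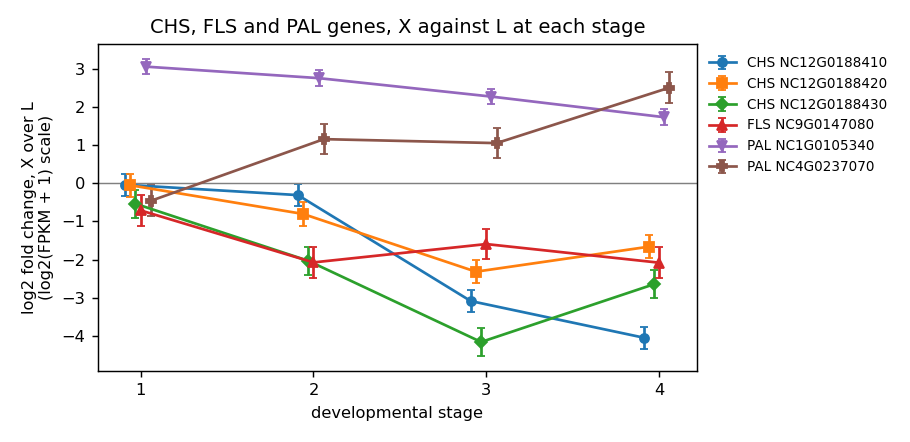
Log2 fold change of X over L on the log2(FPKM + 1) scale at each stage for the CHS, FLS and PAL genes, with limma's standard error as bars. Values above the grey line are higher in *N. micrantha*; the CHS genes reach −4.05, −1.66 and −2.65 at stage 4, and NC12G0188410 at stage 1 lies at −0.04, which turns to 0.08 with median-ratio scaling.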

Among the enriched proteins in these pathways, four *beta-glucosidase*, three *chalcone synthase* (*CHS*), one *flavonol synthase* (*FLS*), and one *shikimate-hydroxycinnamoyl-transferase* genes were downregulated. 

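The PAL gene NC1G0105340 was higher in X at each stage, with FPKM of 8.82 ± 2.86 (mean ± SD) in X1 and 0.160 ± 0.226 in L1, and a mean log2 fold change of 2.46 (standard error 0.10, limma adjusted p = 6.07e-10). PAL NC4G0237070 was not called at stage 1 and was higher in X at stage 4, with 73.2 ± 30.1 FPKM against 11.5 ± 1.70 and a log2 fold change of 2.51 (standard error 0.40, limma adjusted p = 2.34e-04). Its calls at stages 2 and 3 were lost in some fits, the second with the replicate block. Of the caffeate O-methyltransferase genes, NC10G0145170 was higher in X at stages 1, 2 and 4, NC4G0030130 at stages 1 to 3, NC4G0030150 at stages 2 and 3, and NC4G0030280 at stages 3 and 4. NC4G0030280 had no reads in any L library and 1 to 21 in the X libraries, at least 4.97-fold higher in X on the mean of the 4 stages. Among the peroxidase genes of Figure 7, NC1G0128970 was higher in X at stage 4, at 2.27 (standard error 0.23, limma adjusted p = 7.31e-06), and not called earlier. NC4G0051810 was higher at stage 4 too, at 2.75 (standard error 0.42, limma adjusted p = 1.56e-04), while its lower value at stage 2, −1.15, lost its call after median-ratio scaling. NC3G0203180 was lower in X at stage 2, at −1.35. NC10G0233560 was higher in X at stages 1 to 3, NC2G0009820 at stages 1 and 3, and NC4G0309070 at stage 3, while NC4G0051830, NC4G0238150 and NC8G0215660 were not called at any stage. The fit of only the 4 libraries lost the stage 1 calls of NC10G0233560 and NC2G0009820 and called NC8G0215660 at stage 3.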

Two *phenylalanine ammonia lyase* (*PAL*), eight *peroxidase*, and four *caffeate-O-methyltransferase* genes were upregulated (Figure 7). These complex mechanisms of transcriptome expression reveal the importance of these DEGs in the differential development of viviparity in X-species than in L-species.

### 3.8. Validation of RNA Analysis by qRT-PCR

To further validate the expression of the identified DEGs between the two *Nymphaea* species at different developmental stages, we selected top ten DEGs (top five positively and top five negatively expressed genes) and performed qRT-PCR expression profiling. 

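In the RNA-seq data, 5 of the genes with primers in Additional Table S4 were lower in X at each stage and the other 5 were higher, and 9 of the 10 were called at all stages with limma. The exception was NC9G0112680, which at stage 3 had a log2 fold change of 0.87. Among the lower genes, NC1G0018370 had the largest change, with FPKM of 376 ± 9.57 (mean ± SD) in L4 and 0.372 ± 0.270 in X4 and a mean log2 fold change of −6.79 (standard error 0.16, limma adjusted p = 3.99e-12). The mean log2 fold change was −6.003 for NC12G0185960, −5.66 for NC10G0233980, −3.76 for NC7G0175940 and −3.16 for NC9G0173300. The higher genes had few reads in the L libraries. NC9G0112670 had none and was at least 14.3-fold higher in X on the mean of the 4 stages, as are the bounds that follow. NC9G0112680 and NC9G0113770 had at most 1 read in any L library and were at least 34.9-fold and 33.0-fold higher, and NC9G0113760 had at most 2 reads there and was at least 68.8-fold higher. NC9G0139150 had up to 8 reads in L, FPKM of 7.55 ± 0.272 in X1, and a mean log2 fold change of 2.22 (standard error 0.11, limma adjusted p = 3.95e-09). These genes are given by ID, since no name was paired with them here.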

The qRT-PCR results of the selected genes were almost consistent with that of RNA-seq analysis (Figure 8). There was significant difference (*P* ≤ 0.05) of expression levels between the two studied species for all evaluated genes at the four growth stages. This result supports the DEG analysis and subsequent interpretations.

## 4. Discussion

### 4.1. Transcriptome Enrichment and Genetic Basis of Viviparity in Water Lily

The extrachromosomal genome [38], transcriptome, and proteome [10] analyses for various morphological and physiological traits have been reported in water lilies. However, this is the first research focused on the molecular basis of viviparous growth in water lilies. We generated the whole transcriptome sequence from leaf tissues at various plant developmental stages, assembled the sequencing data and annotated the differentially expressed for functional assessment. The vivipary reproduction has a great flexibility for parental control of embryonic development, which in turn allows viviparous organisms to reproduce successfully in adverse environments [39]. There are some studies reported for the genetic bases of transition from oviparity to viviparity in animals by comparing genomic and transcriptomic data [39], but our knowledge of viviparity trait in plants is still limited. We used the *N. micrantha* as a model viviparous water lily to compare its transcriptome with the nonviviparous *N. colorata* at various developmental stages. The highest number of DEGs between the two species was observed at the 4^th^ developmental stage of water lily. The viviparity phenomenon was observed to be associated with 127 highly conserved metabolic pathways in the four developmental stages. The top enriched pathways belong to plant hormone signal transduction, DNA replication, cell cycle, photosynthesis, and carbon fixation. The expression analyses of differentially expressed genes (DEG) indicate the complex network underlying the viviparous growth [40]. 

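The genes called at both stage 3 and stage 4 with limma numbered 3230, of which 584 were called at no earlier stage. Of the 3230, 3128 differed in the same direction at both stages and 102 in opposite directions. With the replicate block 3219 genes were called at both stages, with median-ratio scaling 3200, and over the genes detected in both species 1795. Between stages 1 and 4, 234 genes were called in opposite directions.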

Besides, there were 3,574 DEGs conserved between the third and fourth growth stages that may be involved in plantlet development and may provide clues for further studies on identifying inducible/specific mechanisms/components involved in adaptation of viviparous growth.

### 4.2. Effect of Phytohormones on Viviparous Growth in Water Lily

As plants grow, they develop new organs as primary and secondary leaves, lateral roots, and flowers [41]. The plant development is regulated by complex hormone interaction and signaling which helps various species to evolve in the wide range of environmental conditions [41]. Various biotic/abiotic stress combinations develop a new type of signal and response in plants, resulting in a novel transcription signature [42]. Through our comparative transcriptome study among the viviparous and nonviviparous water lily species, we found similar results as the biotic stress responses [43]. The biotic/abiotic stress can cause the variation in phytohormonal balance in plants. We identified the significant differential regulation of *AUX*/*IAA*, *ARF*, *GH3*, and *SAUR*. *Auxin/Indole-3-Acetic acid* (*Aux/IAA*) genes are the early response genes that trigger gene reprogramming precisely and rapidly under stress [44]. Auxin response factor (ARF) transcription factors are activated upon auxin perception and initiate downstream signaling pathways including the small auxin upregulated RNA (*SAUR*) genes [41]. *SAUR*s regulate many auxin-mediated responses, specifically the tissue growth via cell elongation [41]. We identified the highly conserved genes for ARF (*NC0286500*) and *SAUR*s (*NC14G0174900, NC263970, NC7G0235790,* and *NC9G0168130*) (Figure 5). These genes may directly be involved in the development of viviparous outgrowth in water lilies by their involvement in cell division, enlargement, and differentiation [44]. The auxin in association with cytokinins also helps in cell differentiation [41]. The higher expression of CRE cytokinin may result in viviparous cell differentiations as CRE is known for acting on shoot apical meristem differentiation [45]. The changes in other signaling hormones also have their indirect role to enhance the viviparous plantlet growth. It is possible because CYCD3 cyclins was previously reported for mitotic cell divisions [31]. The upregulated expression of DEGs related to jasmonic acid (JA) signaling, i.e., *MYC2*, is also an indicator of high response to light phytochromes [46] that was reduced in L-species. It can finally be concluded that the viviparous plantlet differentiation could be due to the higher regulation of auxin and cytokinin and subsequent activation of other relevant phytohormones (Figure 5). In previous studies, the role of abscisic acid (ABA) and gibberellic acid (GA) has also been reported for development of viviparity and influence on meristematic tissue, but in the present study, no DEG was observed to be involved in ABA or GA-based function for viviparity.

### 4.3. Involvement of Viviparous Plantlet in Photosynthesis

Development of viviparous plantlet growth significantly affects the photosynthesis and subsequent energy-related processes [47]. The increasing expression of light harvesting chlorophyll protein complex (*LHC3*) and *LHC5* could be a subsequent regulation effect of viviparity. Further, the downregulation of relatively higher number of photosynthesis associated proteins (photosystem II (PSII) and photosystem I (PSI) proteins) in L-species reduced its photosynthetic potential that possibly affected downstream energy metabolism-related pathways [48, 49]. The *PsbQ* and *PsbO* proteins of PSII-complex were downregulated in L-species, while they have higher expression in X-species (Figure 6). These proteins have been reported for their role to stabilize the interaction between the membrane-bounded PSII subunits and the related proteins, i.e., *PsbP*. Hence, they may be involved in the regulation and evolution of photosynthesis in viviparous plantlet.

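Figure 6 lists NC11G0115830 and NC1G0306410 as PsbQ. NC11G0115830 was higher in X at stage 1, with FPKM of 409 ± 287 (mean ± SD) in L and 1243 ± 386 in X, and lower at stage 4, with 1169 ± 181 and 472 ± 57.8. The log2 fold changes were 1.77 (standard error 0.42, limma adjusted p = 0.00444) and −1.30 (standard error 0.42, limma adjusted p = 0.0207), and their difference was −3.07 (standard error 0.60, limma adjusted p = 0.00270). The stage 1 call was lost in the fit of only the 4 libraries compared. NC1G0306410 was not called at stage 1, at 0.02, or at stage 3, at −0.45. It was lower in X at stage 2, at −1.36 (standard error 0.35, limma adjusted p = 0.00754), and at stage 4, at −2.04 (standard error 0.35, limma adjusted p = 4.05e-04). Of the PsbO genes, NC3G0221650 was higher in X at stages 1 to 3, with 3.19, 2.83 and 2.47, and not called at stage 4; its stage 1 call was lost in the same fit. NC6G0040420, which had the highest FPKM of these genes, was higher in X at stages 1 and 3, at 1.80 and 1.02, and not called at stage 4, at −0.85. Its stage 1 call was lost in the fit of only the 4 libraries and its stage 3 call without the filter on FPKM. NC9G0272490 and NC9G0272520 were lower in X at each stage, with mean log2 fold changes of −1.58 (standard error 0.14, limma adjusted p = 5.26e-07) and −2.38 (standard error 0.09, limma adjusted p = 2.81e-10). NC1G0065180 did not pass the filter on FPKM; it had no reads in any X library and up to 31 in the L libraries. The directions of the called PsbQ and PsbO values held after median-ratio scaling.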

### 4.4. Role of Flavonoid Pathways in Viviparous Water Lily

Phenylpropane and peroxidases are the precursor of lignin biosynthesis, which are an essential element of cell wall [50]. The phenylpropanoids are a group of plant secondary metabolites derived from phenylalanine and have a wide variety of functions both as structural and signaling molecules [51]. Lignin is derived from phenylalanine and has a wide variety of functions both as structural and signaling molecules [51, 52]. 

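CYP75B1 has 4 IDs in Figure 7, and their directions differed. NC7G0277620 was lower in X at stages 1 to 3, with FPKM of 13.9 ± 6.97 (mean ± SD) in L1 and 0.692 ± 0.265 in X1 and a log2 fold change there of −3.07 (standard error 0.26, limma adjusted p = 1.55e-06). NC7G0277710 was higher in X at stages 1 and 2, at 1.75 and 1.64, and at stage 3 after median-ratio scaling. NC7G0277740 was lower in X at stages 2 and 3, at −1.02 and −1.29, and the former call was lost after the scaling. NC7G0277610 did not pass the filter on FPKM, with at most 6 reads in any L library and 40 in any X library. The 4 ID numbers lie close together, and how reads that match several copies were counted is not stated.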

The DEGs for peroxidases, caffeate O-methyltransferase, CYP75B1, and PAL were upregulated in the nonviviparous species (Figure 7) of water lily. These secondary metabolites are known to play key roles in inhibition of seed germination and reduced water permeability [50]. Inversely, the structural genes (CHS) [53] and genes related to beta glucosidase and FLS which are known for tissue development and the anthocyanin biosynthesis [54, 55] showed downregulation in nonviviparous species (Figure 7). The higher expression of these genes in viviparous species revealed their importance in the viviparity phenomenon.

## 5. Conclusions

The comparison of transcriptome of viviparous species *N. micrantha* and nonviviparous species *N. colorata* of water lilies revealed the variation in expression of various genes indicating their putative role in viviparity. *Nymphaea micrantha* showed upregulated genes for plant hormone signal transduction including *AUX/IAA*, *ARF*, *GH3*, and *SAUR* gene families. Regulation of these genes involved in cell division, elongation, and differentiation showed their association to viviparity in *N. micrantha*. The increased expression levels of these genes in *N. micrantha* triggered downstream phytohormone signaling cascade as noticed by the regulation of genes such as *MYC2*s and *CYCD3*. The viviparity in plants also modulates changes in the important energy-related pathways. Genes related to both light harvesting chlorophyll complex and photosystem I and photosystem II were differentially expressed in both species. Importantly, increased expression of major genes related to the above cited pathways in *N. micrantha* possibly regulates the phenomenon of viviparity. Overall, the transcriptomic signatures identified in this study are important basis for future research of viviparity in water lilies and other plant species.

## Figures and Tables

**Figure 1:**
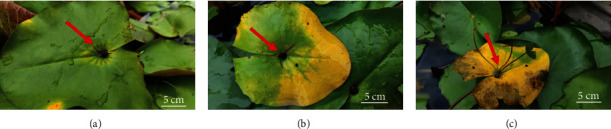
Morphological identification of viviparity in *N. micrantha.* (a–c) Different stages of the development of the viviparous structures.

**Figure 2:**
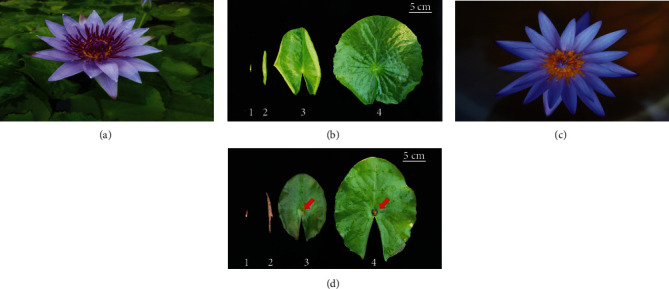
Flowers of nonviviparous *N. colorata* (a and b) and viviparous *N. micrantha* (c and d). The red arrows indicate the viviparous structure, and numeric 1 to 4 in (b) and (d) indicated the four developmental stages.

**Figure 3:**
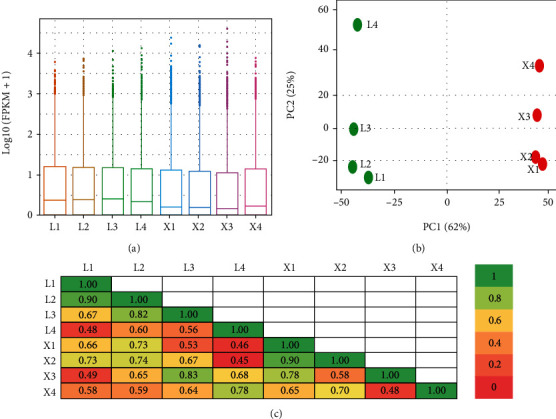
Relation among the biological samples of two *Nymphaea* species at four developmental stages revealed by expression evaluation with FPKM values (a), the principal component analysis (b), and correlation between samples (c). The four developmental stages are indicated by numeric 1 to 4 for *N. colorata*, as L1-L4, and *N. micrantha*, as X1-X4; the number in each box in (c) is the value of Pearson's coefficient of correlation, while color scale indicates its significance from 0 to 1.

**Figure 4:**
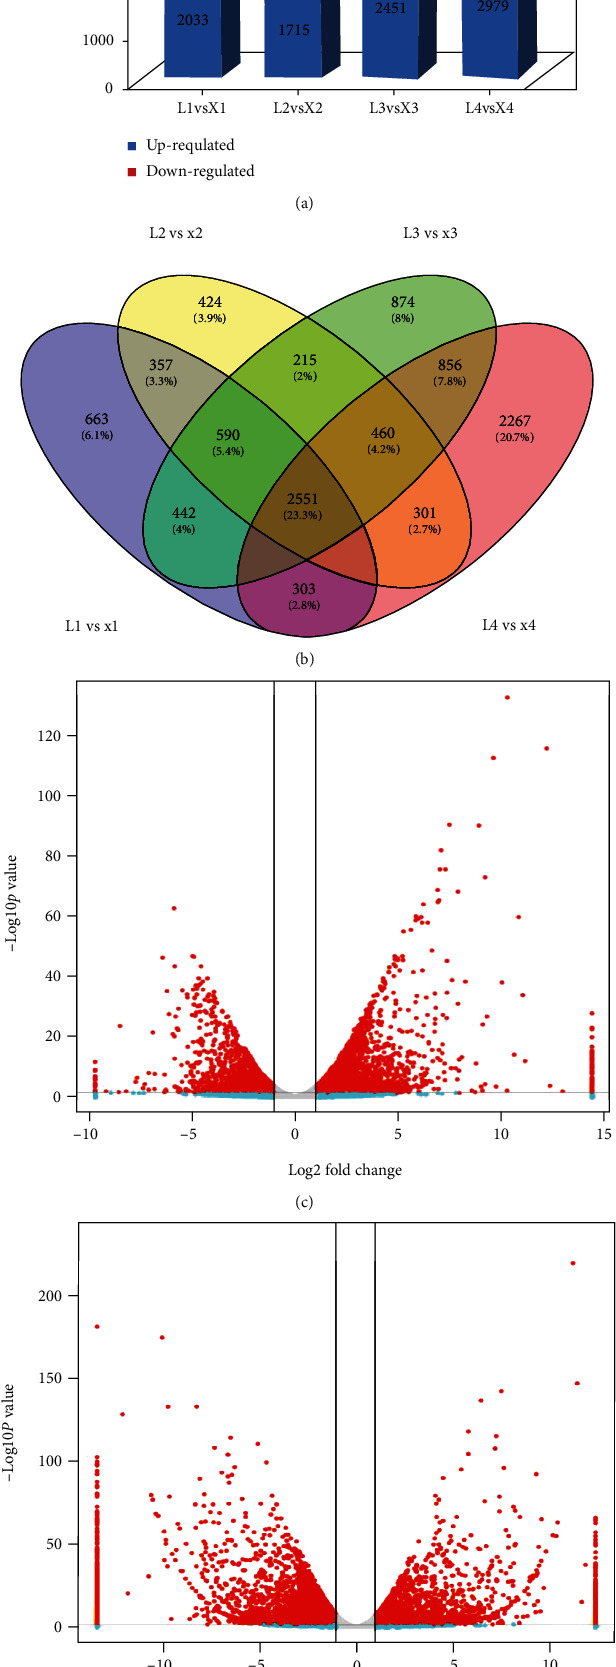
Summary of differentially expressed genes between two *Nymphaea* species. (a) The DEG between two *Nymphaea* species at four developmental stages, (b) the frequency of overlapping and unique DEG at four developmental stages, (c) the volcano graph of DEG in *N. micrantha* between its early and late developmental stages X1×X4, and (d) volcano graph for DEGs between two species at late developmental stage as L4×X4, where L represents the *N. colorata* and X represents *N. micrantha.*

**Figure 5:**
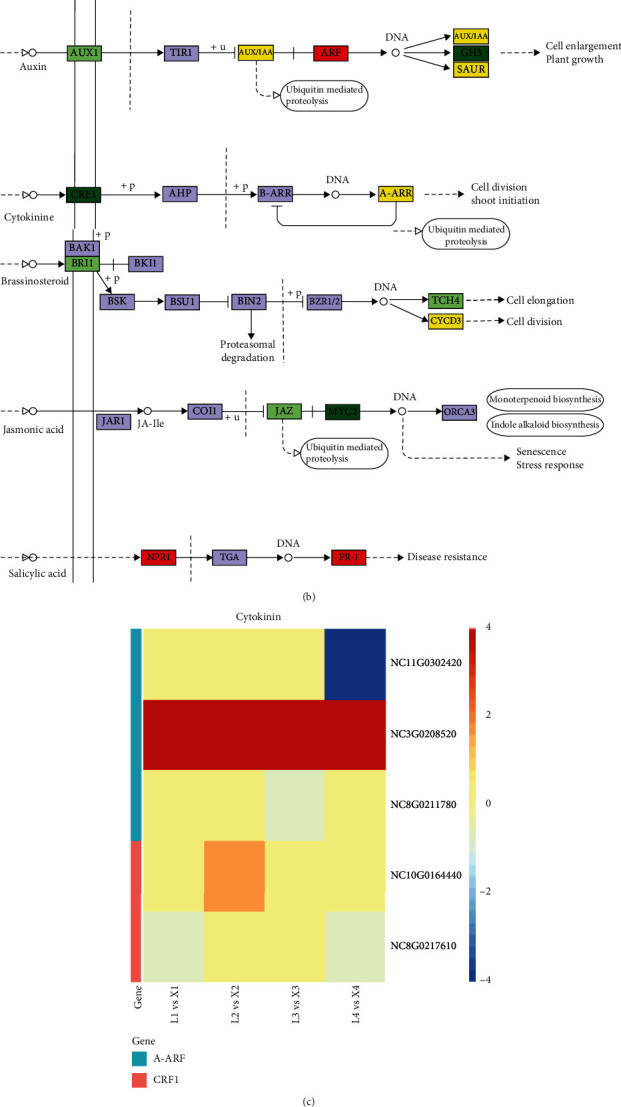
Regulation of plant hormone signaling pathway in viviparous and nonviviparous *Nymphaea* species. Heatmap based log 2 FC values of DEGs related to auxin (a), cytokinin (c), and brassinosteroid, jasmonic acid and salicylic acid (d) in all four developmental stages. Pathway map (b) showing the differential regulation of plant hormone signaling pathway between *N. micrantha* and *N. colorata*. In pathway map (b), the genes highlighted in green are downregulated, in red are upregulated, and in yellow are up-/downregulated DEGs.

**Figure 6:**
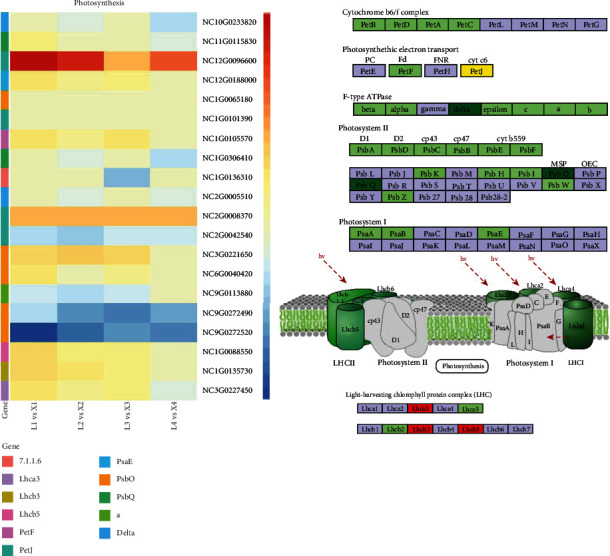
Regulation of photosynthesis pathway in viviparous and nonviviparous *Nymphaea* species. Heatmaps showing log 2 FC values of DEGs in all four developmental stages. Pathway map showing the differential regulation of photosynthesis related pathways between *N. micrantha* and *N. colorata*. The genes highlighted in green, red, and yellow colors represent down-, up -, and up-/downregulated DEGs.

**Figure 7:**
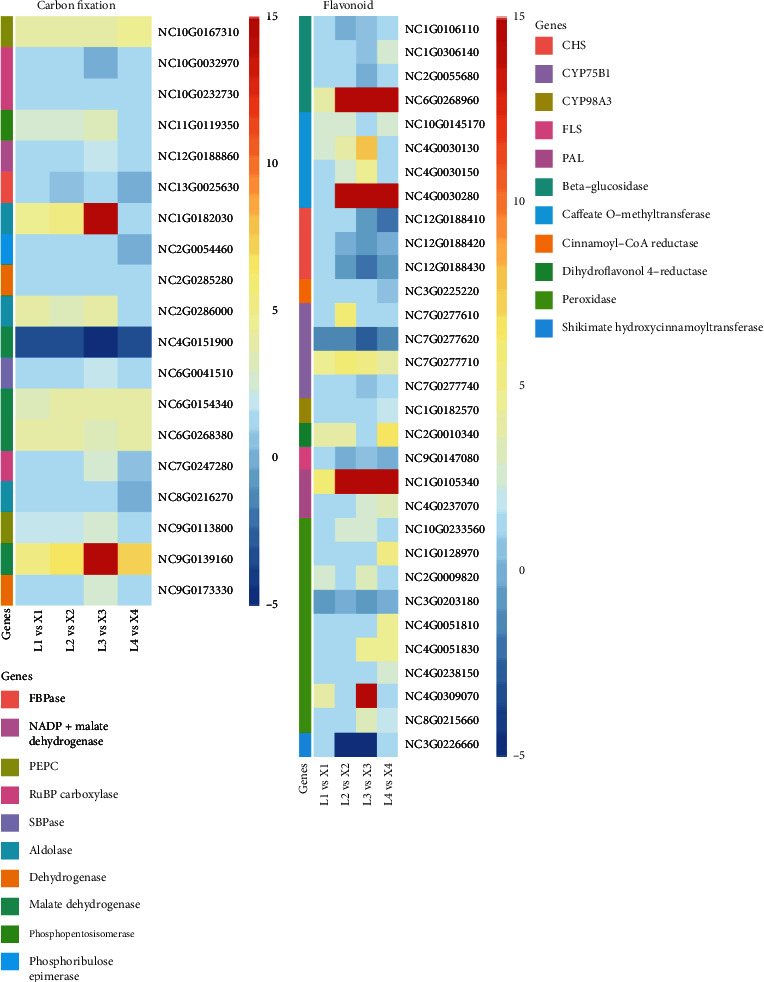
Heatmaps of log2 fold change values of differentially expressed genes involved in carbon fixation pathway and the flavonoid biosynthesis pathways commonly observed in all four developmental stages of *Nymphaea* species.

**Figure 8:**
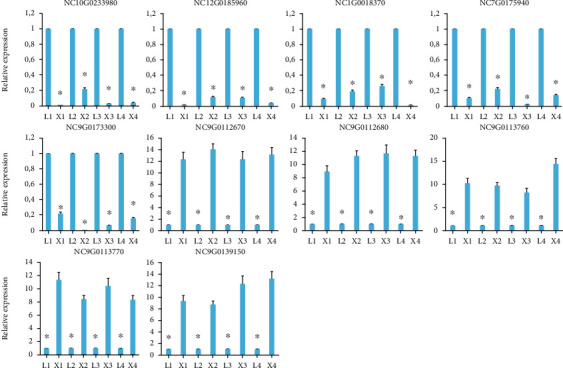
qRT-PCR validation of ten selected differentially expressed genes. The error bar represents standard deviation (SD) of three technical and biological replicates. ∗ means the gene expression between the two species at each growth stage was significantly (*P* ≤ 0.05) different. The four developmental stages are indicated by numeric 1 to 4 for *N. colorata* (L) as L1-L4 and *N. micrantha* (X) as X1-X4.

**Table 1:** Data summary for de novo transcriptome assembly of *Nymphaea* species.

	Raw		Cleaned		Q30 (%)	GC (%)
	Reads	Bases	Reads	Bases		
*N. micrantha*						
X1	54,220,545	8,133,081,750	51,993,151	7,798,972,650	95.01	49.50%
X2	58,697,453	8,804,617,950	56,564,881	8,484,732,150	94.98	49.50%
X3	54,706,731	8,206,009,650	52,022,433	7,803,364,950	94.58	50.00%
X4	56,806,450	8,520,967,500	54,658,273	8,198,740,950	94.34	49.00%
*N. colorata*						
L1	61,757,662	9,263,649,300	59,122,075	8,868,311,250	94.81	49.00%
L2	58,723,860	8,808,579,000	56,770,472	8,515,570,800	94.95	50.00%
L3	51,641,067	7,746,160,050	49,703,777	7,455,566,550	94.78	50.00%
L4	53,359,196	8,003,879,400	51,107,727	7,666,159,050	94.79	50.00%

**Table 2:** Characteristic descriptive of de novo transcriptome assembly of *Nymphaea* species.

Descriptive	Value
Total length (bp)	99,484,039
Total number	114,762
N50 (bp)	1150
Average (bp)	866.87
Minimum (bp)	301
Maximum (bp)	15,206
Number of contigs ≥ 300 bp	114,762
Number of contigs ≥ 500 bp	68,559
Number of contigs ≥ 1000 bp	31,663

**Table 3:** Gene Ontology (GO) classification of unique top twenty enriched GO terms among four developmental stages of *Nymphaea* species.

GO ID	GO term	GO class	DEGs
GO:0005634	Nucleus	cellular_component	4736
GO:0016021	Integral component of membrane	cellular_component	3909
GO:0005524	ATP binding	molecular_function	3123
GO:0046872	Metal ion binding	molecular_function	2793
GO:0005829	Cytosol	cellular_component	2682
GO:0005737	Cytoplasm	cellular_component	2463
GO:0005886	Plasma membrane	cellular_component	2457
GO:0009507	Chloroplast	cellular_component	1886
GO:0003677	DNA binding	molecular_function	1366
GO:0005739	Mitochondrion	cellular_component	1152
GO:0003700	DNA-binding transcription factor activity	molecular_function	1062
GO:0004190	Aspartic-type endopeptidase activity	molecular_function	1001
GO:0005576	Extracellular region	cellular_component	877
GO:0005794	Golgi apparatus	cellular_component	816
GO:0003676	Nucleic acid binding	molecular_function	795
GO:0003723	RNA binding	molecular_function	784
GO:0003964	RNA-directed DNA polymerase activity	molecular_function	768
GO:0015074	DNA integration	biological_process	766
GO:0005789	Endoplasmic reticulum membrane	cellular_component	742

**Table 4:** List of pathways highly enriched with differentially expressed genes between X1 and X4 growth stages of *N. micrantha.*

KEGG ID	Pathway	*P* value	DEGs
ko00591	Linoleic acid metabolism	0	3
ko00940	Phenylpropanoid biosynthesis	0.00000021	18
ko00941	Flavonoid biosynthesis	0.00000109	10
ko00196	Photosynthesis-antenna proteins	0.0000184	4
ko00565	Ether lipid metabolism	0.0000184	4
ko00944	Flavone and flavonol biosynthesis	0.0000184	4
ko00908	Zeatin biosynthesis	0.00016421	3
ko00062	Fatty acid elongation	0.00024383	7
ko00073	Cutin, suberine, and wax biosynthesis	0.00038521	6
ko00270	Cysteine and methionine metabolism	0.00047493	12
ko04075	Plant hormone signal transduction	0.00060961	16
ko00830	Retinol metabolism	0.00074745	3
ko00982	Drug metabolism-cytochrome P450	0.00093032	7
ko04540	Gap junction	0.00161368	6
ko00350	Tyrosine metabolism	0.00278399	5
ko01040	Biosynthesis of unsaturated fatty acids	0.00278399	5
ko00592	Alpha-linolenic acid metabolism	0.00609769	5
ko00980	Metabolism of xenobiotics by cytochrome P450	0.00609769	5
ko00140	Steroid hormone biosynthesis	0.00791195	3
ko00564	Glycerophospholipid metabolism	0.01020997	7

## Data Availability

The RNA-seq raw data has been submitted to NCBI GEO under the accession number GSE164888.

How the deposited data were processed for this re-analysis (not part of the article)

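Leaf RNA of *N. micrantha* (X) and *N. colorata* (L) was sequenced by the authors at 4 developmental stages. The data analysed here are 16 libraries, 2 for each of the 8 groups of species and stage. Species, stage and replicate number were taken from the sample titles, and 0 columns of values were left unmapped. The paper describes pools of leaves from several plants and 3 biological repeats for each group.

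The authors filtered the raw reads with NGS QC Toolkit, counted reads on genes with htseq-count and calculated FPKM with cufflinks, and the deposited values are FPKM for 31475 genes. The genome and annotation behind the gene IDs are not stated; the paper describes a Trinity assembly of both species, while the table lists IDs of the form used in the paper's figures. The values were checked for their unit. For each library they are whole multiples of what 1 read is worth on a gene of a given length, which let the gene lengths, the library totals and the whole reads be recovered for 100.00% of the values above 0. In simulated data, 16 of 16 library totals were recovered exactly, and 98.20% of the 23545 genes with reads had exactly the simulated reads.

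Between 37118842 and 51396582 reads were counted on genes in the L libraries and between 24815135 and 31440253 in the X libraries. The median number of reads on a gene was 61.5 in L and 19.5 in X, so low expression is measured more coarsely in X.

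Values were transformed to log2(FPKM + 1). Genes with FPKM of at least 1 in at least 2 libraries were tested, 18160 in all. Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend of the variance on expression), with 1 mean for each of the 8 groups and no covariate. Genes with a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in size were called. The contrasts were X against L at each stage and for the mean of the 4 stages, X4 against X1, L4 against L1, and the species by stage interaction, which is the X over L difference at stage 4 minus that at stage 1. The paper's methods name DESeq, and its results DESeq2, as the authors' tools for the counts. Limma was used here because the deposited values are FPKM. On simulated data with 200 genes changed 4-fold at stage 4, 98.5% of them and 9 unchanged genes were called at stage 4 and 0 genes at stage 1; the median log2 fold change was 1.84 for raised and −1.69 for lowered genes, so the pseudocount draws changes toward 0.

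The medians of log10(FPKM + 1) of the libraries were compared between the species with an exact permutation test of the difference of means, two-sided, over 12870 splits. Principal components were taken of centred log2(FPKM + 1) over the tested genes, and Pearson correlations across genes between group means of FPKM. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

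Genes were named by a rule set beforehand: each ID printed in the paper's text, readable in its Figures 5 to 8 or listed with the primers, the 18 genes of the hormone pathway in Additional Table S3, and the 3 genes at each end of the mean log2 fold change among genes called in the same direction at all stages. The paper names 101 IDs; 100 were found and 98 passed the filter. For the ARF gene the text prints NC0286500, and NC2G0286500 of Additional Table S3 was used. Called genes of other pathways in that table were counted by direction. No enrichment was tested. Where all libraries of a species had 3 reads or fewer on a gene, the fold was computed against that floor and is a lower bound. The bound is on the reads counted, and how well the reads of each species match the genes was not tested.

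The alternatives were pseudocount 0.1, no filter, only the 15250 genes detected in both species, median-ratio scaling of the libraries, the replicate number as a block, fits of only the 4 libraries compared, an unadjusted P of 0.05, and leaving out each library in turn. Chosen after seeing the data were limma's voom on the recovered reads, with and without the scaling, and blocks with the replicate numbers crossed. The replicate numbers come from the library labels, and the paper describes no pairing by them. The qRT-PCR measurements, the gene ontology counts and the gene families without a readable ID in the figures were not analysed here.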

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

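Of the tests in this part, those on chance exchanges of the species, on the scaling of the libraries and on reads shared between paralogs were chosen only after the result was seen.

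In L1 replicate 2, the 10 genes with the most reads took 2.63% of the reads, which lies apart from the other L libraries, at 4.01% to 4.78%. This is the 1 such value found in 12 groups of libraries examined, and how often chance alone gives one was not tested. Without this library, 4314 genes were called for the mean of the 4 stages, against 4370 with it. No biological explanation was tested for it.

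The difference between the species at stage 4 was unlike that at stage 1, by the interaction in limma, for 4527 of the 18160 tested genes. Among the 104 named genes tested, 49 were called. In the figure on photosynthesis the differences, stage 4 minus stage 1, were −2.54 and −1.56 for the delta ATPase genes, −3.07 and −2.05 for PsbQ, −2.19 for PsaE, −2.64 and 1.19 for PsbO, −3.11 for PetF, and −3.12, −2.39 and −3.01 for Lhcb5, Lhcb3 and Lhca3. In carbon fixation they were −3.33 for RuBP carboxylase NC7G0247280, −1.53 for phosphopentosisomerase, −1.47 for NADP+ malate dehydrogenase, −2.19 for FBPase, −3.18 and −1.95 for aldolase, −1.09 for phosphoribulose epimerase, −2.66 and −2.39 for dehydrogenase, 1.39 for malate dehydrogenase NC9G0139160 and −2.73 for SBPase.

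In the flavonoid figure the differences were 1.49 for beta-glucosidase NC1G0106110, −4.01, −1.61 and −2.11 for CHS, −1.69 for cinnamoyl-CoA reductase, 2.64 for CYP75B1 NC7G0277620, 1.88 for CYP98A3, −1.33 and 2.97 for PAL, 2.42 and 2.75 for peroxidase, and 3.52 for shikimate hydroxycinnamoyltransferase. Among the genes with primers they were 2.01 for NC10G0233980, 1.79 for NC12G0185960, −1.99 for NC1G0018370, 1.67 for NC9G0173300 and −1.34 for NC9G0139150. Among the hormone genes they were 1.98 for NC1G0179090, 1.22 for NC13G0298710, 3.62 for NC2G0286500, −1.44 for NC9G0092580, 4.70 for NC9G0170260, 2.86 for NC9G0168960, and 1.70 and −2.66 for the SAUR genes. Among the genes furthest below L in X they were −2.51 for NC8G0059860 and −2.04 for another gene.

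Technical explanations for these 49 genes were tested in turn. With median-ratio scaling 48 of the 49 were called again. With the L reads thinned to the median total of the X libraries it was 49. The same number was called again with the 10 genes with the most reads left out of the library totals. No result without L1 replicate 2, the library flagged above, was examined for these genes. RuBP carboxylase NC7G0247280 took 0.137% of the reads there, against 0.445% in L1 replicate 1. How far the differences rest on that library is therefore not known. A mismatch of the stages between the species was tested by comparing each X stage with each L stage after centring within species. For 4 of 4 X stages the closest L stage was the one of the same number, with correlations of 0.67996, 0.724, 0.671 and 0.693; for X2, the value with L1 was nearly as high, at 0.675. The same held on log2(FPKM + 1) without centring. On FPKM, X1 was closer to L2 (0.726) than to L1 (0.702), and X2 to L1 (0.766) than to L2 (0.756). On PC2, X4 at 41.4 and 40.6 lay nearer L3, at 60.6 and 36.7, than L4, at 124.8 and 130.9. A correlation does not measure the size of a change, so a lag of X is not excluded. Of the 49 genes, 13 are alone in their family in the paper's figures. Related copies elsewhere in the genome were not examined, so the pattern cannot be told apart from reads shared between paralogs. A loss of a constant share of a gene's reads in one species cancels in this difference, apart from the pseudocount, but a complete loss does not. In genes with few or no reads in X, the difference is the L4 over L1 change with its sign reversed. It was 3.52 against −3.52 in L for NC3G0226660, −2.66 against 2.66 for NC2G0285280 and −2.51 against 2.51 for NC8G0059860. Such genes cannot be told apart from genes that the reads of X do not match. The hour of sampling was not tested. No biological explanation was tested beyond the match of the stages.

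Among the genes called in the same direction at all stages, those with the largest mean differences are not discussed in the paper. The mean log2 fold changes were −8.37 for NC7G0234770, −8.03 for NC8G0059860 and −7.87 for the next gene, and 7.59 for NC6G0255230, 6.08 for NC1G0131220 and 5.88 for the next. NC8G0059860 had at most 1 read in any X library, so it was at least 1000.5-fold lower in X on the mean of the 4 stages. The species label was also exchanged within same-numbered pairs of a stage. Over all genes, the number called for the mean of the 4 stages was reached by 1 of 100 assignments, the real one itself. The next largest gave 2902 genes and the median was 7. An exchange puts the species difference into the spread within groups, so this outcome could hardly be otherwise. It says nothing of single genes. A difference in how well the reads of each species match the genes was not tested for these genes, and those lower in X cannot be told apart from it.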

How the results depend on the processing

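The alternatives in this part were set before the data were examined, except voom on the recovered reads and the crossed replicate numbers, which were chosen after seeing the data.

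The counts of genes between the species at stages 1 to 3 changed most with the restriction to genes detected in both species, to 3284, 2895 and 3474. For the mean of the 4 stages that restriction gave 2585, for the genes called at all stages 986 and for those called at both stages 3 and 4 1795. In these counts the genes absent from one species are left out by construction. Each other total of called genes, counting both directions, under each other alternative run, stayed within 1.5 times its value as reported. Counts in a single direction moved more in some settings: the genes higher in X for the mean of the 4 stages went from 1070 to 1633 with pseudocount 0.1, to 1732 with voom on the recovered reads and to 1951 with voom and median-ratio scaling; the cause was not tested. Stage 4 had the most and stage 2 the fewest genes between the species in each of these settings.

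PC1 held 51.5% of the variance over the 8 group means of the DEGs and 44.7% over the genes detected in both species, against 42.5%; the cause was not tested. The mean correlation between different stages of one species was 0.946 on log2(FPKM + 1), with and without median-ratio scaling, against 0.737 on FPKM. Between the species at the same stage it was 0.922, and 0.923 with the scaling, against 0.776. On FPKM the genes with the highest values weigh most.

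With the replicate block, 2 named genes lost their call at stage 3, SBPase and PAL NC4G0237070, and no other named gene changed its call at a stage or for the mean of the 4 stages. Across the 16 fits that each left out 1 library, 4306 to 4517 genes were called for the mean of the 4 stages, and the difference in the median of log10(FPKM + 1) was between 0.160 and 0.171.

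A few values changed sign. With median-ratio scaling, and with voom on the recovered reads with that scaling, the values were 0.0953 and 0.0976 for NC2G0005510 at stage 3, 0.0362 and 0.0371 for NC7G0247280 at stage 2, 0.0787 and 0.0983 for NC12G0188410 at stage 1, and 0.121 and 0.12 for NC9G0168130 at stage 2. As reported these 4 values were between −0.10 and −0.0020, and the log2 ratio of the scaling factors, L over X, was 0.147, 0.128 and 0.197 at stages 1 to 3, enough to move each of them above 0. For the other changes of sign the cause was not tested. With voom without the scaling they were −0.0153 for NC8G0211780, −0.0116 for NC4G0051810 and −0.0825 for NC9G0272150, all at stage 1, and with pseudocount 0.1 it was −0.0415 for NC4G0051810 at stage 1. None of these values was called. Leaving out 1 library in turn, the mean over the stages ranged from −0.0122 to 0.26 for NC1G0306140, from −0.10 to 0.28 for NC2G0286500, from −0.0638 to 0.19 for NC9G0092580 and from −0.64 to 0.26 for NC9G0272150.

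Over all alternatives on named genes apart from leaving out a library, 4624 results kept their direction and side of the threshold, 166 became stronger and 59 weaker, and the 12 that reversed are those given above. Of 58 named genes called for the mean of the 4 stages, 7 were not called in at least 1 of the fits without a library. The restriction to genes detected in both species gives no value for 47 of the 104 named genes. With 1 library left in an arm no call was made at single stages; there the sign changed for 15 genes at stage 1, 11 at stage 2, 3 at stage 3 and 6 at stage 4. The depth limits what can be said of genes with few reads in X, where the median gene had 19.5 reads.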

Differences from the paper's values

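The paper shows about 1700 genes higher in X at L2 vs. X2 in Fig. 4, read by eye, and 1123 were called here. Of the alternatives set before the data were examined, pseudocount 0.1 with 1484, median-ratio scaling with 1336 and an unadjusted P of 0.05 with 1175 came within 1.5 times the paper's value. No filter with 1057, genes detected in both species with 740, the replicate block with 1116 and the fit of only the 4 libraries with 800 did not. Voom on the recovered reads with median-ratio scaling, chosen after seeing the values, gave 1777, and voom alone 1493.

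At L3 vs. X3 the paper shows about 2500 genes higher in X in Fig. 4, read by eye, against 1194 here, and none of the alternatives set before the data were examined closed the gap; they gave from 811 to 1589. Voom with median-ratio scaling, chosen after seeing the values, gave 2011.

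The mean correlation between different stages of one species is about 0.68 in Fig. 3, read by eye, against 0.737 here, and no alternative closed the gap; on log2(FPKM + 1) it was 0.946.

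The log2 ratio of mean FPKM for NC3G0227450 at stage 2 was 0.94, against the paper's 1.14. For NC4G0151900 at stage 1 it was −6.90 against the paper's −6.67. For the gene with the 3rd most negative mean difference of X from L, it was −8.14 at stage 2 against the paper's −7.94. Median-ratio scaling was the one alternative, set before the data were examined, that was run on these ratios; with it they were 1.07, −6.75 and −8.01, within the replicate spread of the paper's.

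The paper states that most genes fell from X1 to X4; 2234 rose and 1752 fell here. In its discussion it states that CHS and FLS genes were lower in the nonviviparous species, while its results list them as downregulated without naming a species; here, at stage 4, the log2 fold changes of X over L were −4.05, −1.66 and −2.65 for CHS and −2.08 for FLS. The discussion also states that peroxidase, caffeate O-methyltransferase, CYP75B1 and PAL genes were higher in the nonviviparous species, while the results list the peroxidase, caffeate O-methyltransferase and PAL genes as upregulated without naming a species. Here both PAL genes were higher in X at stage 4, at 1.74 and 2.51, CYP75B1 NC7G0277710 was higher in X at stage 1, at 1.75, and CYP75B1 NC7G0277620 was lower, at −3.07. It states that CRE1 was lower in L; NC8G0217610 was lower in X at stage 1, at −1.24, while the other CRE1 gene, NC10G0164440, was lower in L at stage 2, with 1.15 for X over L. It states that PsbQ and PsbO were lower in L; at stage 4 PsbQ NC11G0115830 was lower in X, at −1.30, and PsbO NC9G0272520 was lower in X, at −2.15. PsbQ NC1G0306410 was lower in X at stages 2 and 4, at −1.36 and −2.04. At stage 1 PsbQ NC11G0115830 and the PsbO genes NC3G0221650 and NC6G0040420 were lower in L as stated, with 1.77, 3.19 and 1.80 for X over L; the PsbO genes were so at stage 3 too, with 2.47 and 1.02, and NC3G0221650 at stage 2, with 2.83. It states that SAUR genes were suppressed in L; NC7G0235790 was lower in X at stage 1, at −1.22, and NC263970 at stage 4, at −3.08, while NC9G0168130 was lower in L at stage 4, with 1.53 for X over L. It states that DNA replication genes were downregulated at stage 3 in both species. Of the 4 listed genes 3 were higher and 1 lower in X than in L, which does not test a fall in both.

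The paper counts 2 aldose-related genes as lower at stage 4 and gives the PEPC genes opposite directions. They were taken here to be among the genes that Figure 7 labels aldolase, which the paper's text does not state. At stage 4, 1 aldolase gene, NC8G0216270, was called lower in X, at −1.44, and both PEPC genes were higher, at 2.39 and 0.82. Some genes that it lists as DEGs were called here only under another setting. Pseudocount 0.1 called beta-glucosidase NC2G0055680 at stages 2 and 3, the peroxidase genes NC4G0051830 at stages 3 and 4 and NC4G0238150 at stage 4, and NC9G0112680 at stage 3. The fit of only the 4 libraries called peroxidase NC8G0215660 at stage 3 and SAUR NC14G0174900 at stage 4. Of the 1929 tested genes of Additional Table S1, 1462 were called at all 4 stages, and 1814 with voom on the recovered reads, which was chosen after seeing the values.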

Other observations

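Of the tests in this part, those on the scaling of the libraries, on genes whose N. micrantha reads were not counted at all and on part of a gene's reads not counted were chosen only after the result was seen.

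More genes were called lower than higher in X for the mean of the 4 stages, 75.5% of them lower. With the L reads thinned to the median total of the X libraries the share was 75.4%, with median-ratio scaling 70.6%, with the 10 genes with the most reads left out of the library totals 73.8%, and among genes detected in both species 74.2%. The share was 79.4% in genes up to the median length of 1152 bp and 71.7% in longer genes, a difference of −7.71 points. None of these, taken singly, accounts for the majority of lower genes for the mean of the 4 stages. At stage 4 the majority was smaller, with 60.7% lower over all tested genes. Among genes detected in both species it was 54.4% there, 2061 lower and 1730 higher, so at that stage little of it was left. A mean of 52.5% of the paper's clean reads was counted on genes in X. How much each gene lost is not known, so the pattern cannot be told apart from reads of X that match the genes less well.

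Of the genes called at stage 4 and at no other stage, 65.5% were also called for the interaction of stage 4 with stage 1. The genes were chosen as called at stage 4 and not at stage 1, so the test could hardly come out otherwise, and the share cannot be told apart from a threshold crossed at 1 stage. No biological explanation was tested.

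Genes with neighbouring ID numbers often differed in the same direction. Of 950 neighbouring pairs with both genes called for the mean of the 4 stages, 73.6% shared their direction, against 56.8% to 68.1% in 10000 shuffles of the directions. Both genes were higher in X in 78 pairs, where the shuffles give 56.7. Among 675 called pairs 10 genes apart, 63.1% shared their direction, within the range of their shuffles, from 56.1% to 70.5%. A hypothesis that remains is that tandem copies may share a gain, a loss or a mismatch of reads between the species; the sequences needed to tell these apart were not used here.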
